# Tunable Cellular Localization and Extensive Cytoskeleton-Interplay of Reflectins

**DOI:** 10.3389/fcell.2022.862011

**Published:** 2022-06-23

**Authors:** Junyi Song, Chuanyang Liu, Baoshan Li, Liangcheng Liu, Ling Zeng, Zonghuang Ye, Ting Mao, Wenjian Wu, Biru Hu

**Keywords:** reflectins, truncated peptides, intracellular localization, molecular evolution, cytoskeleton interaction

## Abstract

Reflectin proteins are natural copolymers consisting of repeated canonical domains. They are located in a biophotonic system called Bragg lamellae and manipulate the dynamic structural coloration of iridocytes. Their biological functions are intriguing, but the underlying mechanism is not fully understood. Reflectin A1, A2, B1, and C were found to present distinguished cyto-/nucleoplasmic localization preferences in the work. Comparable intracellular localization was reproduced by truncated reflectin variants, suggesting a conceivable evolutionary order among reflectin proteins. The size-dependent access of reflectin variants into the nucleus demonstrated a potential model of how reflectins get into Bragg lamellae. Moreover, RfA1 was found to extensively interact with the cytoskeleton, including its binding to actin and enrichment at the microtubule organizing center. This implied that the cytoskeleton system plays a fundamental role during the organization and transportation of reflectin proteins. The findings presented here provide evidence to get an in-depth insight into the evolutionary processes and working mechanisms of reflectins, as well as novel molecular tools to achieve tunable intracellular transportation.

## Introduction

Cephalopods (squid, octopus, and cuttlefish) have evolved a remarkable ability to manipulate light and alter their appearance *via* pigmentary and structural elements. In the uppermost layers of the dermis, chromatophore organs proportionally regulate coloration by stretching pigmentary sacs (Hanlon, 2007; Hanlon et al., 2009) while the structural coloration is produced by two classes of cells called iridocytes and leucophores, distributed on the periphery of iridocytes, Bragg reflectors are periodically stacked lamellae that present iridescence by multilayer interference (Tao et al., 2010; DeMartini et al., 2013a). Leucophores containing granular vesicles are responsible for producing bright white color by unselectively reflecting all incident light (Williams et al., 2019).

Interestingly, both periodically stacked lamellae in iridocytes (Tao et al., 2010; DeMartini et al., 2013a) and intracellular vesicles in leucophores (DeMartini et al., 2013b; Mäthger et al., 2013; Hanlon et al., 2018) are unique and composed of reflectin proteins. Reflectin proteins are exclusively expressed in cephalopods, and their members possess different numbers of canonical reflectin motifs in different sequential locations (Tao et al., 2010; DeMartini et al., 2015; Levenson et al., 2019). Guan et al. (2017) reported that reflectin motifs may be traced to a 24-bp transposon-like DNA fragment from the symbiotic bioluminescent bacterium *Vibrio fischeri*. Afterward, millions of years of self-replication and translocation of transposons forms a prosperous reflectin family. For example, in *Doryteuthis opalescens* (one representative of the most recently evolved Loliginid species), distinct reflectins, reflectins A1, A2, B, and C, have been identified and well-characterized (Tao et al., 2010; DeMartini et al., 2015; Levenson et al., 2019).

Numerous *in vitro* assays suggest that the dynamic condensation, folding, and hierarchical assembly of reflectin proteins play fundamental roles during the formation and regulation of those structural coloration elements in squids (DeMartini et al., 2015; Levenson et al., 2016; Levenson et al., 2019). Recently, Morse and his team have preliminarily defined reflectin proteins as a new group of intrinsically disordered proteins (IDPs) and suggested that transient liquid-liquid phase separation (LLPS) may dominate reflectin assembly (Levenson et al., 2019). The dynamic reflectin assembly properties and the intricate reflectin-based biophotonic systems have already inspired the development of various next-generation tunable photonic (Qin et al., 2013; Phan et al., 2015; Dennis et al., 2017) and electronic platforms and devices (Ordinario et al., 2014; Yu et al., 2014; Phan et al., 2016).

Despite the impressive breakthroughs achieved by the abovementioned references, knowledge about how reflectin molecules are spatially organized to form proteinaceous layers or droplets is still limited. Moreover, the limited existing information is mostly obtained from *in-tube* assays. It is necessary and interesting to explore reflectin properties in cells.

Recently, two different groups made groundbreaking attempts and used reflectins to modify mammalian cell function. The formation of protein-based photonic architecture endows engineered human cells with tunable transparency-changing and light-scattering capabilities by expressing reflectins in the human embryonic kidney (HEK-293) cells (Chatterjee et al., 2020; Ogawa et al., 2020). This is a milestone in the discovery of novel molecular tools to modify mammalian cells with new features (Tang et al., 2020).

However, a comprehensive understanding of reflectin intracellular behaviors is a prerequisite before exploring their application potential in the synthetic biology field one step further. A comparative analysis is not available to investigate the properties of these reflectins exclusively expressed by cephalopods due to the lack of homogenesis with other well-known proteins.

To overcome this drawback, we engineered HEK-293T cells to express either intact RfA1, RfA2, RfB1, or RfC. These proteins are effective controls to each other, with different self-assembly characteristics (Levenson et al., 2016; Levenson et al., 2019) and membrane-bound properties (Song et al., 2020). After transfection, reflectins are found to phase out from the crowded intracellular milieu, similar to what Atrouli (Chatterjee et al., 2020) and Junko (Ogawa et al., 2020) described. Beyond that, more dramatic is the exclusive distribution of RfA1 particles in the cytoplasm, while spherical RfC droplets only exist in the nucleoplasm. As an intermediate state, RfA2 and RfB1 condensates distributes in both the cytoplasm and nucleoplasm. To the best of our knowledge, this is the first report of discrepant intracellular features of reflectins.

As a result of molecular evolution, the number and localization of canonical motifs distributed throughout reflectins may dominate their functional heterogeneities. Though it is impossible to witness this evolution process that takes a million years, the work took advantage of reflectin programmable sequences and designed a series of RfA1 truncations to validate this hypothesis. By cutting off reflectin motifs (RMs) one by one from RfA1, the constitution and properties of RfA1 variants are more and more similar to the shorter natural reflectins, indicating a possible ancestor-descendant sequence and a tight relationship between motifs repetition and reflectin function.

Further, CoIP-MS was conducted to better understand the molecular mechanism underlying the localization preferences among RfA1 and variants. Molecular partners such as RAN and Nups were identified to facilitate the entrance of RfA1 truncations into nuclei. Except for mass spectrum data, both confocal observation and RNA-Seq analysis confirmed the extensive interplay between RfA1 and the cytoskeleton. Especially, RfA1 was observed to be enriched in the microtubule organizing center (MTOC), significantly affecting spindle organization and cell division at the transcriptomic level. This spatial enrichment can be abolished by nocodazole treatment, as it suppresses microtubule polymerization. Therefore, it is speculated that the enrichment of RfA1 may be the result of its orientated movement towards the microtubule minus-ends. This conjectural MT minus-end-directed movement is likely to recruit RfA1 beneath the cytomembrane in polarized epithelial cells, which should be essential for Bragg lamellae formation in iridocytes.

Briefly, the work presents many unprecedented experimental results to better understand the relations and distinctions among reflectins, the penitential mechanism underlying reflectin orientated intracellular transportation, and the formation of biophotonic structures. Moreover, their intracellular localization properties provide alternative options for manipulating the cytoplasmic/nucleic distribution of proteins of interest.

## Results

### Selective Intracellular Localization of Reflectin Proteins

RfA1, A2, and B1 possess different numbers and localization of two types of canonical reflectin motifs (see Figure 1A), the regular reflectin motifs {RMs [M/FD(X)5MD(X)5MDX3/4]}, and a N-terminal reflectin motif {RM_N_ [MEPMSRM-(T/S)MDF(H/Q)GR (Y/L) (I/M)DS (M/Q) (G/D)R (I/M)VDP (R/G)]} (see Figure 1B). Specifically, RfC is the shortest reflectin, containing a GMXX motif and RM*. The GMXX motif is a unique region of increased overall hydrophobicity composed of a four-amino acid repeat, and “X” represents less conserved locations within the repeat. Asterisk marked RM* of RfC contains substantial deviations in sequence not observed in any other reflectin motifs (Crookes et al., 2004) (see Figure 1B). The disorder tendencies of reflectins were calculated by PONDR (Xue et al., 2010), DISOclust (Ward et al., 2004; McGuffin, 2008), and ESpritz (Walsh et al., 2012). The possibility of forming protein droplets *via* liquid-liquid phase separation is also predicted by FuzDrop (Hardenberg et al., 2020). These calculations indicate a high disorder (see Supplementary Figure S1) and LLPS tendency (see Supplementary Figure S2) of four reflectin proteins. Reflectin proteins are introduced into the HEK-293T cells to verify these computational calculations.

**FIGURE 1:**
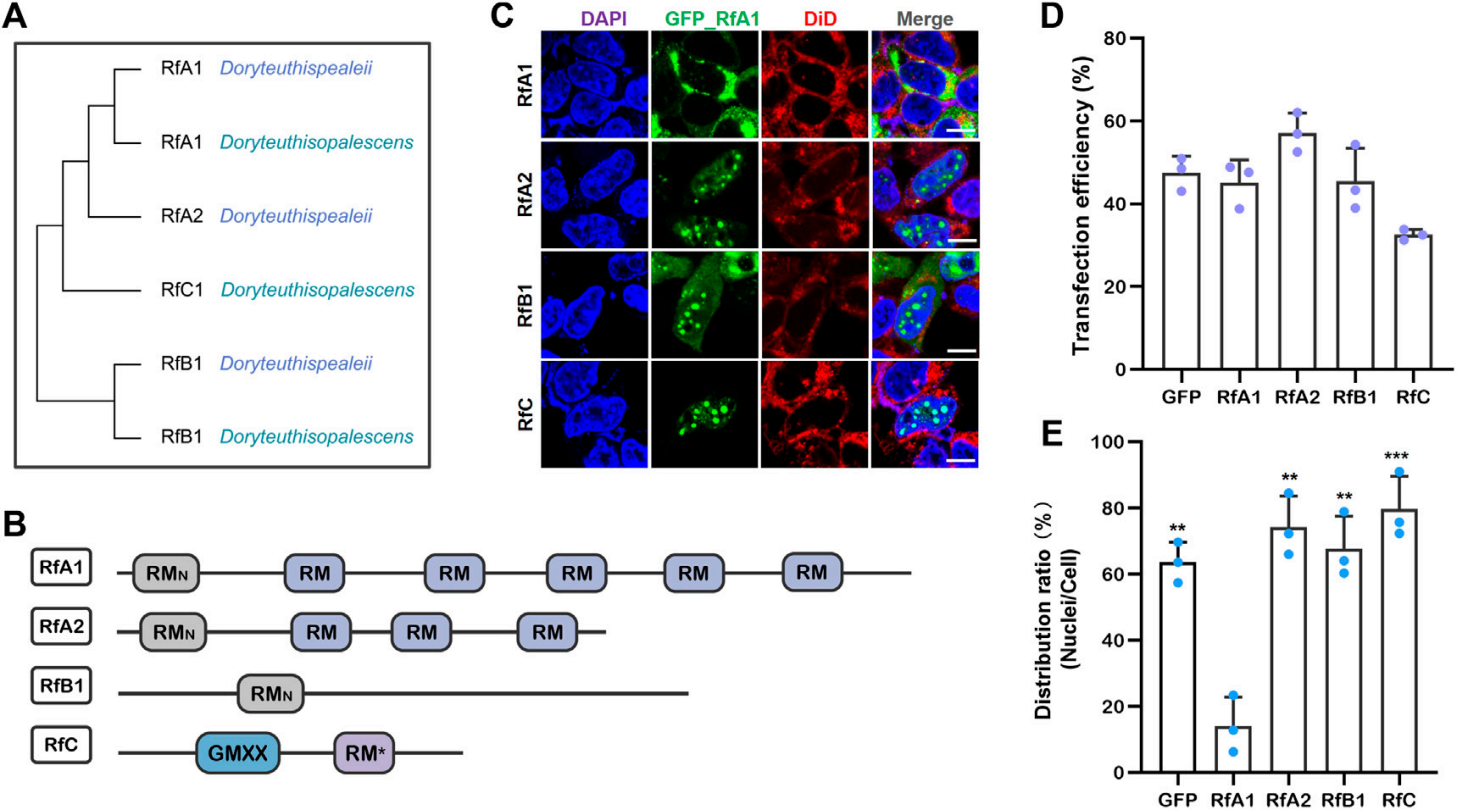
Transfection of reflectins induces protein condensate formation in selective intracellular regions. **(A)** Cladogram of RfA1, RfA2, RfB1, and RfC. **(B)** Schematic reflectins sequences. Reflectin motifs are designated by boxes, while reflectin linkers (RLs) are lines. **(C)** Confocal images of GFP_Reflectin condensates in the HEK-293T cells. Nuclei and membrane are stained with DAPI (blue) and DiD (red) respectively, scale bars = 10 μM. **(D)** Cell number statistics and quantification of transfection efficiencies of four reflectins. **(E)** Distribution ratio statistics of fluorescent intensity in transfected cells and their nuclei. Data are presented as mean values ± SD, for *n* = 3 independent experiments. *p*-values (from a two-sided unpaired t test):∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; all groups are compared to RfA1.

After transfection and culturing for 12 h or longer, all RfA1, RfA2, RfB1, and RfC are phased out from the cytoplasm or nucleoplasm, which is consistent with computational predictions. However, their difference is more significant. For RfA1, protein condensates are exclusively enriched in the cytoplasm. In a sharp contrast, the perfect spherical RfC droplets are only located in the nucleoplasm. While the distribution of RfA2 and RfB1 seems to stay in a middle state, spherical protein droplets mainly exist in the nucleus, with the minority staying in the cytoplasm (see Figures 1C,E).

According to the report by Guan et al., reflectin genes in cephalopods come from a transposon in symbiotic *Vibrio fischeri* (Guan et al., 2017). The repetitions of conserved motifs in reflectin sequences are the results of transposon self-replication and translocation. Thus, it is speculated that diverse reflectin proteins with different motifs stay at different evolution stages or represent different evolution directions.

From this point, RfC with only a GMXX motif and RM* may be the earliest appeared ancestor, while RfA1 with a RM_N_ and five RMs is the further evolved offspring protein. Based on this consideration, truncated variants were constructed in the work by cutting off the RMs from the RfA1 one by one, to make their composition comparable to shorter natural reflectins. The dynamic intracellular performance of these RfA1 variants were then investigated.

### Intracellular Localization Preferences of RfA1 Variations

Six pairs of primers were designed to clone RfA1 truncations (see Supplementary Table S1). The PCR products responsible for coding six peptides, including RM_Nto5_, RM_Nto4_, RM_Nto3_, RM_Nto2_, RM_Nto1_, and RM_N_ (schematics shown in Figure 2A), were subsequently ligated to vector pEGFP-C1. After transfection, the expressions of GFP-tagged RfA1 truncations were validated by an anti-GFP Western blotting (Figure 2B).

**FIGURE 2:**
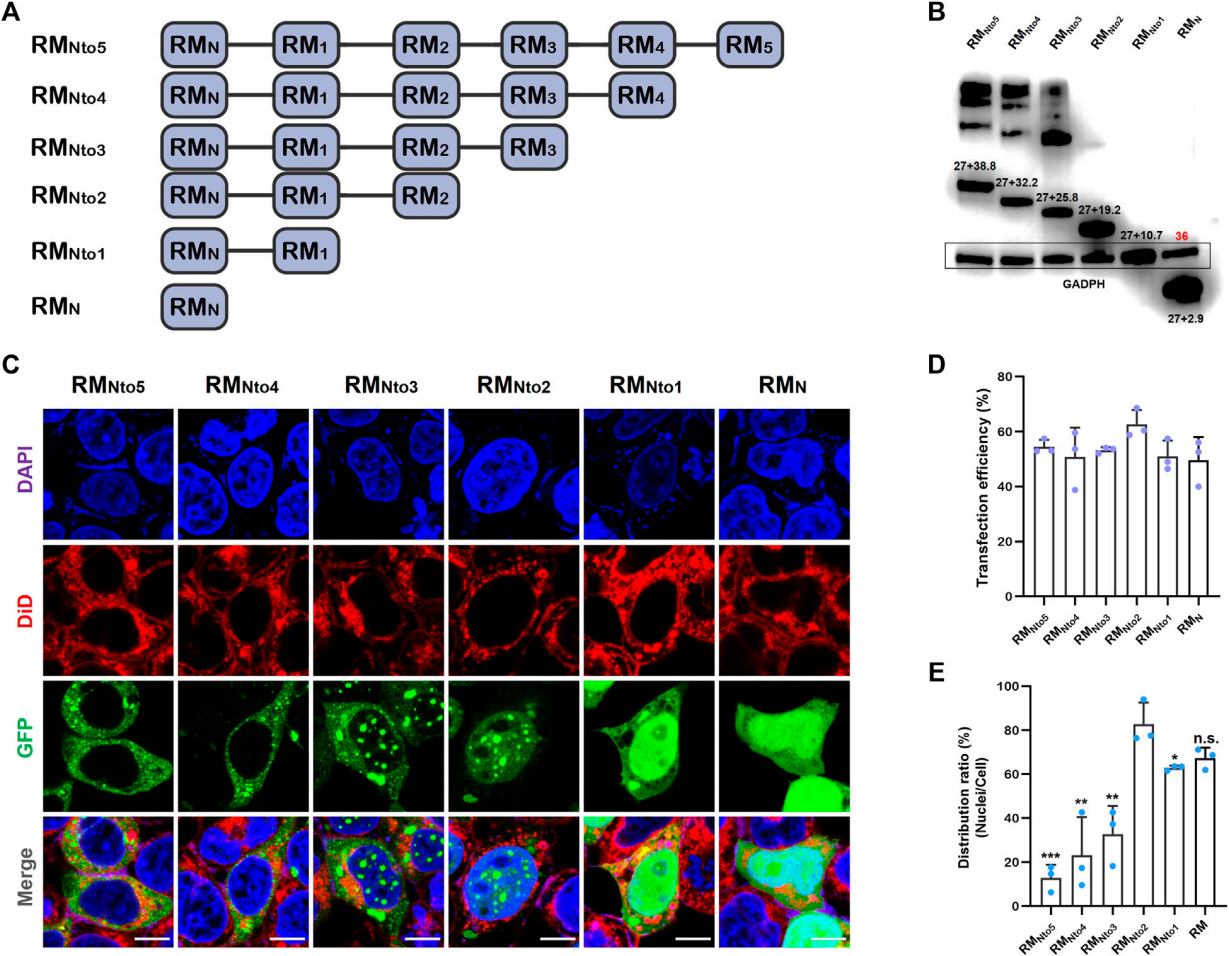
Expression of RfA1 variants in the HEK293T cells. **(A)** Schematics of RfA1 truncated variants. **(B)** Expression of RfA1 variants validated by Western blotting and indicated by anti-GFP antibodies. The molecular weight of EGFP is 27 kDa and GADPH is 36 kDa. **(C)** Cyto-/nucleo-localization preferences of truncated RfA1 derivatives. Nuclei and membrane are stained with DAPI (blue) and DiD (red), RfA1-derived peptides are indicated by tandem EGFP (green), scale bars = 10 μM. **(D)** Cell number statistics and quantification of transfection efficiencies of four reflectins. **(E)** Distribution ratio statistics of fluorescent intensity in transfected cells and their nuclei. Data are presented as mean values ± SD, for *n* = 3 independent experiments. *p*-values (from a two-sided unpaired t test): ∗, *p* < 0.05; ∗∗, *p* < 0.01; ∗∗∗, *p* < 0.001; All groups are compared to RM_Nto2_.

Cells were harvested and RfA1-binding protein was extracted by an immunoprecipitation kit (Sangon) 24 h after transfection. GFP monoclonal antibody was used to validate the expression of GFP-tandem RfA1 truncations, while GADPH monoclonal antibody was employed to adjust the sample-loading quantity. In Figure 2B, the intensities of 36kD GADPH are almost the same among different lanes, implying that the sample loadings are normalized. The numbers labeled above bands are molecular weights calculated by ExPASy ProtParam software, consistent with the sums of GFP and RM_NtoX_ (*X* = 0, 1, 2, 3, 4, and 5). Moreover, for longer variants RM_Nto5_, RM_Nto4_, and RM_Nto3_, there are significant smears with very large molecular weights. Meanwhile, the lanes of shorter variants are quite clean. It indicates that RfA1 truncations with more motifs tend to tightly interact with other cellular proteins, which is discussed in detail in the next section.

On the other hand, a confocal image system is employed to investigate the intracellular localization of GFP-tagged RfA1 truncations (see Figure 2C). The nuclei and membrane are stained with DAPI (blue) and DiD (red), and RfA1-derived peptides are indicated by tandem EGFP (green). For cells transfected with pEGFP-C1-RM_N_ and pEGFP-C1-RM_Nto1_, though the peptide condensation seems absent, a remarkable enrichment of the green fluorescence signal in the nuclei areas appears. Amazingly, this nucleus-enrichment is executed more thoroughly by RM_Nto2_, along with the recurrence of proteinaceous droplets. With increase in conserved motifs, RM_Nto3_ are found to be distributed in both cyto- and nucleo-plasm. For longer derivatives with more motifs, condensates of RM_Nto4_ and RM_Nto5_ are blocked out from nuclei and located exclusively in cytoplasmic localization, extremely resembling their template RfA1.

Briefly, RM_Nto2_ is most similar to RfC among all variants, which forms condensates exclusively in the nucleoplasm. More significantly, RM_Nto2_ is also a definite boundary: truncations shorter than RM_Nto2_ tend to enrich in the nuclei but cannot form droplets; derivatives longer than RM_Nto2_ escape from the nuclei and accumulate and condensate into droplets in the cytoplasm.

Note smears in PAGE lanes of RM_Nto3_, RM_Nto4_, and RM_Nto5_ in Figure 2B. Those are not sample contaminations or non-specific labeling. Subsequent CoIP-MS results reveal that various cellular components tightly interact with RfA1 variants, which assists their phase separation and diverse cellular localization.

### Identification of RfA1/RM_Nto2_ Binding Proteins

A monoclonal antibody of GFP was prepared and a CoIP-MS approach was used to identify protein-protein interactions, thus exploring the mechanism underlying phase separation and distinguished distribution of RfA1 and RM_Nto2_.

Aforementioned, there must be a massive interaction between RfA1 variants and host cell proteins, resulting in smears in Figure 2B. These smears are not meaningless miscellaneous proteins, but hybrid aggregates recruited by RfA1 derivatives. Therefore, valuable information would be lost if only one single band was collected and analyzed. However, the collection of multiple bands as a mixed sample will inevitably bring in disturbing data. Based on these considerations, cells that express RM_N_ are selected as a control group instead of GFP-expressed cells since RM_N_ presents no significant phase separation or selective distribution behavior. As shown in Figure 3A, the IgG and IP bands of RM_N_, RM_Nto2_, and RfA1 are collected and sent for mass-spectrum analysis. After that, proteins specifically interacting with RM_N_, RM_Nto2_,and RfA1 are screened with a simple mathematical logic: Unique (RM_N_) = IP(RM_N_)-IP(RM_N_)∩IgG (RM_N_); Unique (RM_Nto2_) = IP(RM_Nto2_) -IP(RM_Nto2_)∩IgG (RM_Nto2_); Unique (RfA1) = IP(RfA1)-IP(RfA1)∩IgG (RfA1) (see Figures 3B,C).

**FIGURE 3:**
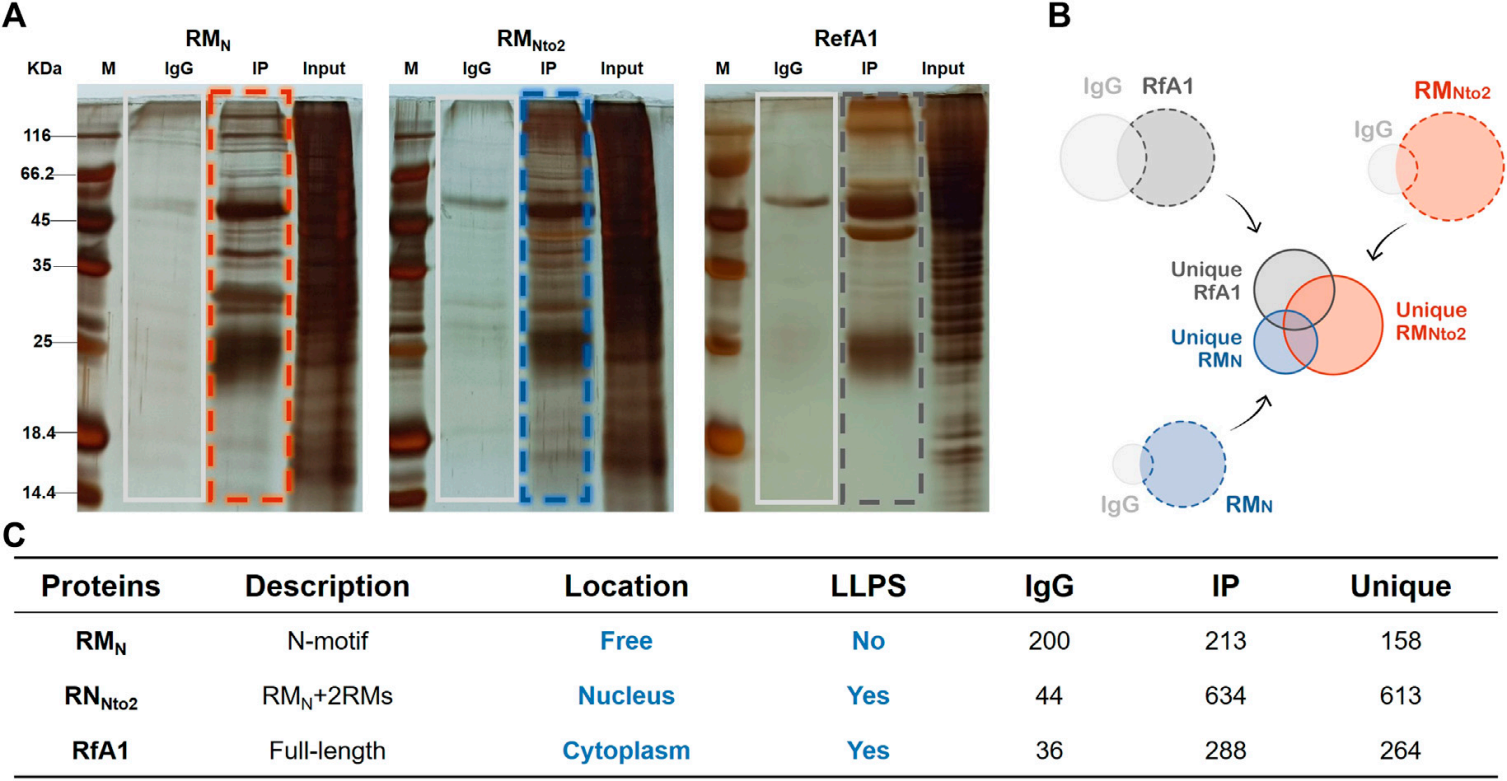
Identification of interaction proteins targeted to RfA1 and RM_Nto2_. **(A)** Silver staining of IP products, whole IP bands (marked by boxes) are sent to LC-MS. **(B,C)** PPI summary. Unique (RM_N_) = IP(RM_N_)-IP(RM_N_)∩IgG (RM_N_); Unique (RM_Nto2_) = IP(RM_Nto2_)-IP(RM_Nto2_)∩IgG (RM_Nto2_); Unique (RfA1) = IP(RfA1)-IP(RfA1)∩IgG (RfA1).

To further identify proteins which are responsible for intracellular localization or the formation of condensates, Unique (RM_N_), Unique (RM_Nto2_), and Unique (RfA1) are divided into subsets according to the venn diagram in Figure 4A. According to the venn diagram, overlaid sets Set4/6/7 are eliminated as backgrounds. Within Set1 are the proteins combined into whole-length RfA1 and contribute to the phase separation and cytoplasmic localization. Besides, proteins in Set3 promote the importation of RM_Nto2_ into nuclei and its phase out from the nucleoplasm. Co-targets of RM_Nto2_ and RfA1 are sorted into Set 5.

**FIGURE 4:**
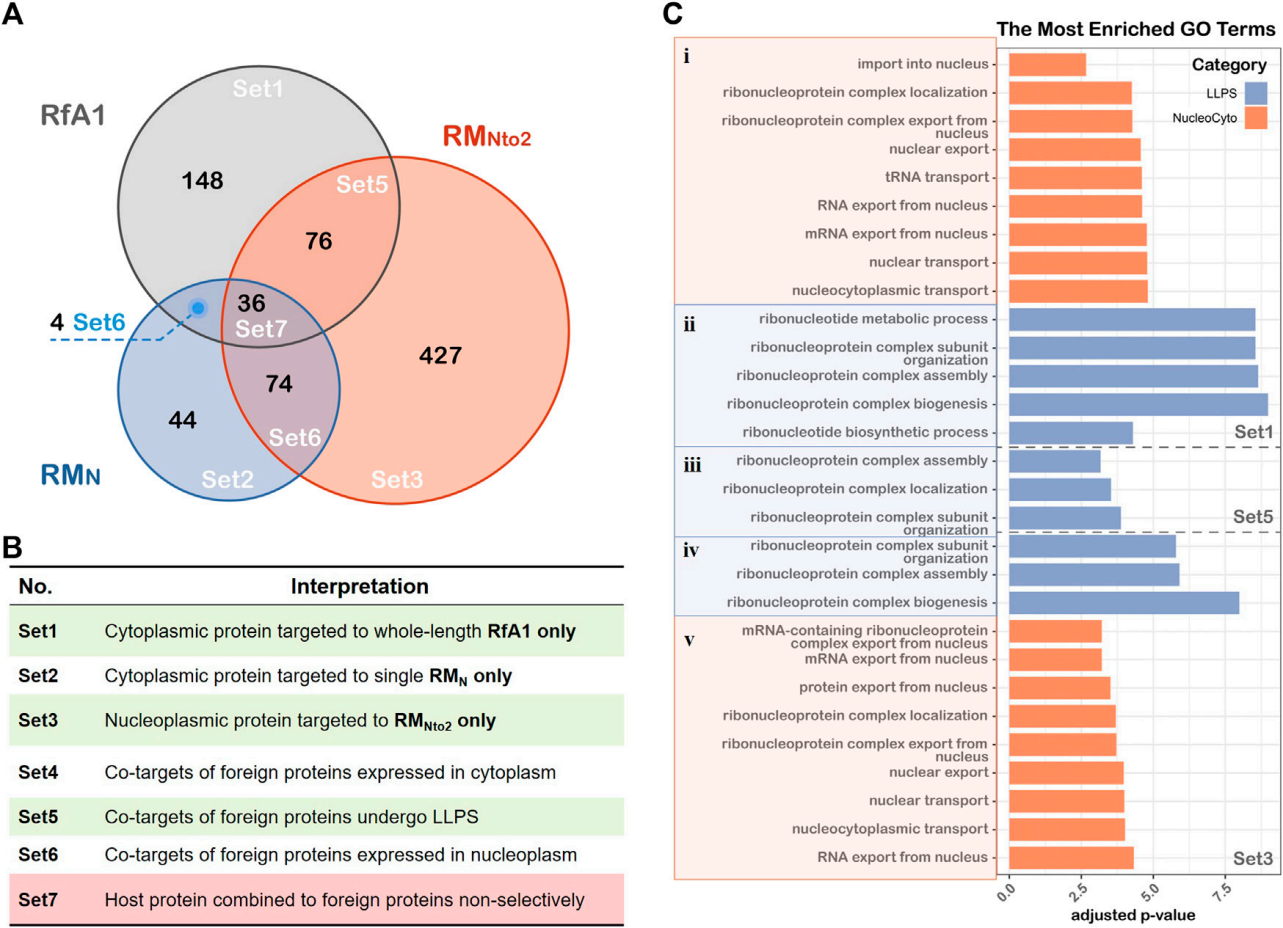
GO biological processes annotation of proteins associated with LLPS and cellular localization. **(A)** Venn diagram showing the results of LC-MS, the graph is divided into Set1∼Set7 based on inclusion-exclusion principle of datasets. **(B)** Interpretations of different sets in the Venn graph. **(C)** Gene lists in Set1, Set5 and Set3 are converted to ENTREZ ID, and R package clusterProfiler is used to perform Gene Ontology annotation. LLPS and cellular localization-associated BP terms are showed in the figure, and the thresholds set as log_10_ (adjusted *p*-value) < −2.5.

Gene Ontology (GO) annotation is then performed to investigate biological processes associated with interacting proteins of RfA1 and RM_Nto2_. Figure 4C shows the items of interest with an adjusted *p*-value<0.05 (see Supplementary Table S2 for gene lists and Supplementary Figure S3 for PPI networks).

Taking Set1-i for example, since RfA1 binds to proteins like HNRNPA1 (Matthew Michael et al., 1995; Roy et al., 2014), SRSF1 (Hautbergue et al., 2017), and RAN (Connor et al., 2003; Güttler and Görlich, 2011) and participates in processes including “protein export from nucleus”, RfA1 condensates are exclusively distributed in the cytoplasm. Oppositely, RANBP2 (Zhang et al., 2010) and NUPs (Cautain et al., 2015) in Set3-v facilitate the importation of RN_Nto2_ into nuclei.

One remarkable common point among Set1-ii, Set5-iii, and Set3-iv is the involvement of “ribonucleoprotein complex” or “ribonucleotide metabolic”. The interaction with ribonucleoprotein complexes brings in a massive interplay with proteins and mRNA (Sfakianos et al., 2016; Mukherjee et al., 2019), leading to almost inevitable phase separation. This is consistent with the results in Figure 2C. However, the involvement of the ribonucleoprotein complex makes the situation more elusive. It is equivocal whether RfA1/RN_Nto2_ molecules gather together and are phased out from the surroundings on their own, or they are drawn into the formation processes of ribonucleoprotein complex bodies.

Moreover, PPI information also demonstrates that RfA1 extensively interacts with actin and actin-binding proteins (ABPs) (Supplementary Table S3 for gene lists and Supplementary Figure S4 for PPI networks). These proteins are in charge of various biological processes, including actin polymerization, nucleate assembly of new filaments, and promotion of elongation (Uribe and Jay, 2009; Pollard, 2016). Considering the critical role of actin filaments in forming protrusive structures such as lamellipodia and ruffles (Mejillano et al., 2004; Chhabra and Higgs, 2007; Weiner et al., 2007; Innocenti, 2018), the results presented here highly suggest RfA1’s potential contribution in the establishment and regulation of Bragg lamellae *via* its collaboration with the actin system. RfA1 can anchor at the inside of the Bragg lamella by cooperating with actin and ABPs, or even participate in the organization of the actin network, which regulates cell morphogenesis.

### Verification of Co-localization of RfA1 and Actin System

Actin should be indispensable for either the establishment or regulation of delicate Bragg reflectors in iridocytes. However, so far, except for the Co-IP results presented in this work, no evidence has been issued about the interaction between reflectin proteins and the cytoskeleton. As a preliminary start, we stained the HEK-293T cells with ActinRed 555 (Thermo) to trace the actin networks and verified the potential relationship between RfA1 and the cytoskeleton.

One notable trouble is the ubiquity of the actin cytoskeleton. It is challenging to judge the co-localization of RfA1 and actin (see Supplement Movie. 1mmc1). However, after viewing thousands of cells, an interesting scenario emerges. For plenty of transfected cells, there is a bright green sphere in the center or on the central axis, which are condensates of RfA1 (see Figure 5A for GFP channel, Supplementary Figure S5). These central localized protein condensates are not found in RfA2, RfB1, or RfC transfected cells. Around these spherical condensates, the red signal of stained actin is also significantly stronger than in other areas (see Figure 5A for ActinRed channel). The fluorescence statistics of selected areas in Figure 5B show an almost synchronized fluctuation of ActinRed and GFP signals, indicating their co-localization (see Supplementary Table S4 for raw data).

**FIGURE 5:**
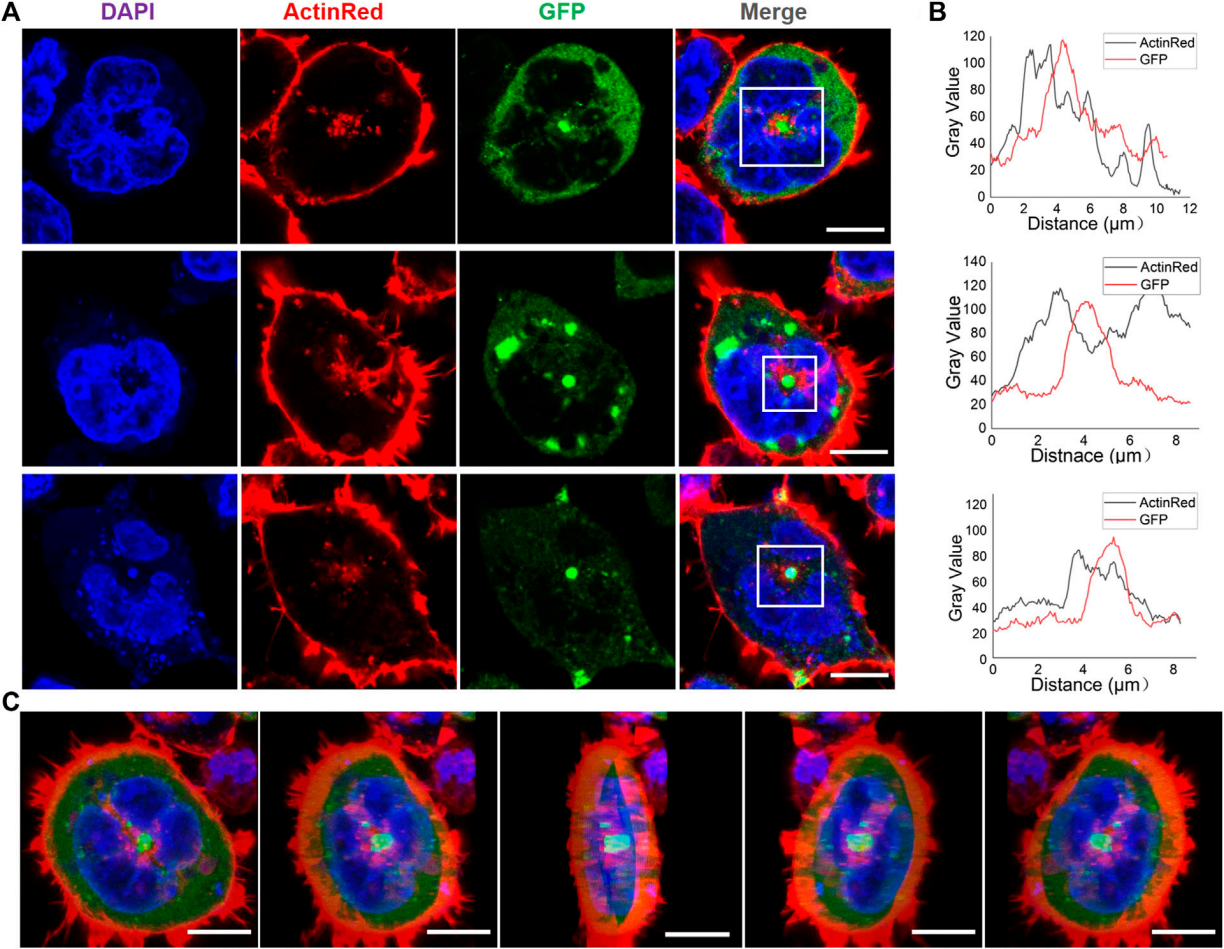
Appearance of spherical RfA1 condensates in the center or on the central axis of transfected cells. **(A)** RfA1 condensates located in the center or on the central axis of cells. Nuclei and actin are stained with DAPI (blue) and ActinRed 555 (red), RfA1 are indicated by tandem EGFP (green), scale bars = 10 μM. **(B)** Statistics of fluorescence signal distribution in selected areas. **(C)** 3D images of a transfected cell, with green RfA1 condensates located in the center, scale bars = 10 μM (see Supplementary Movie S2).

### RfA1 Interacts With Microtubules and is Highly Enriched in the Microtubule Organization Center

Except for the fluorescent observation of the actin system, RNA-seq results also strongly suggested the tight relationship between RfA1 and the cytoskeleton. 

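RNA-seq was performed on HEK-293T cells, a human embryonic kidney line that carries the SV40 large T antigen, transfected either with the empty GFP vector or with the vector that expresses GFP-tagged RfA1. There were 3 libraries of GFP cells and 3 of RfA1 cells, and the libraries carry replicate numbers 1 to 3 in each group. The sample labels give 24 h after transfection, and the methods of the paper give an incubation of 16 to 24 h. The authors deposited one table of 16655 genes with NCBI Gene IDs and symbols, which holds the estimated counts, TPM and FPKM of each library. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. Between 7.39% and 8.02% of the estimated counts of a library were not whole numbers, and they were rounded before testing. The total counts were 11027670, 11566287 and 11402387 in the GFP libraries and 10789695, 10755614 and 10272304 in the RfA1 libraries. All pairs of libraries differed by more than sampling noise, with a chi-square statistic per degree of freedom from 1.89 (RfA1 replicates 1 and 3) to 16.6 (GFP replicate 2 and RfA1 replicate 3). The 13002 genes kept by edgeR's filter on low counts were normalized by the TMM method and compared between the groups with edgeR's quasi-likelihood test. Expression is given as CPM, counts scaled to a normalized library size of 1000000. The biological coefficient of variation between replicates was 8.83%. In simulated counts with the same means and library sizes, the test recovered 92% of 200 genes changed 1.5-fold, and 5% of its calls were false. With a GC trend like that of the libraries added to the simulation and not corrected for, it recovered 62%. The libraries also differed along the GC content of the transcripts. The first principal component held 44.6% of the variance, and its loadings correlated with GC content across genes with a Spearman's rho of 0.749 (genes are not independent replicates). RfA1 replicate 2 lay on the side of GFP replicates 2 and 3, and GFP replicate 1, with the score nearest to 0 (-2.18), lay on the side of RfA1 replicates 1 and 3 (-16.5 and -22). Transcripts of the plasmids were not analysed here.

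**Figure D1:**
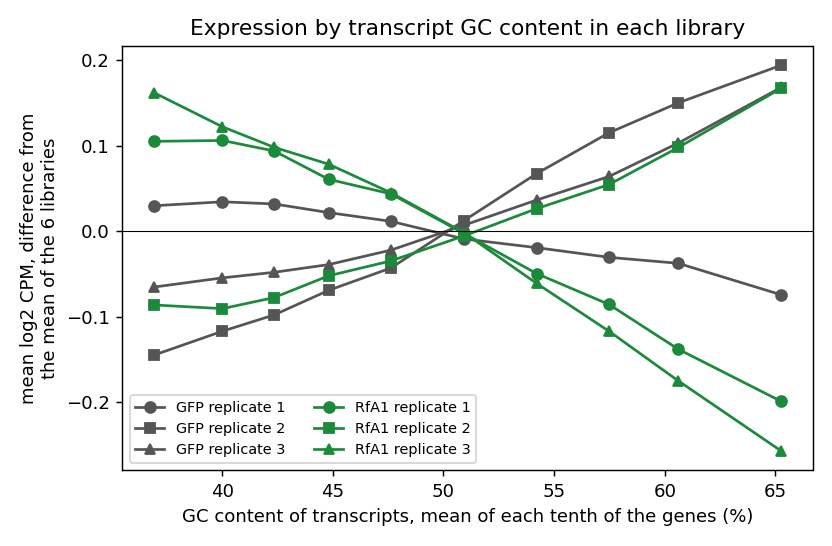
Mean log2 CPM in 10 bins of genes ordered by transcript GC content, as the difference from the mean of the 6 libraries. Each line is a library, grey for GFP and green for RfA1. In the bin with the highest GC content, the GFP libraries lie at -0.07, 0.19 and 0.17 and the RfA1 libraries at -0.20, 0.17 and -0.26.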

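For the cytoskeleton itself, lists of genes were compared between RfA1 and GFP cells with limma's camera test, and the p-values were adjusted by the Benjamini-Hochberg method over 16 lists. The shift of a list is its median log2 fold change minus that of all tested genes. The lists were written by hand from general knowledge of gene function and are not the membership of GO terms. The 17 tubulin genes tested shifted by 0.033 (adjusted p = 0.828 from limma's camera test), and by 0.032 with the replicate number as a block (adjusted p = 0.852). After a correction of each library for transcript GC content, chosen after the data were seen, the shift was 0.10 (adjusted p = 0.0562 from limma's camera test), and with both the correction and the block it was 0.10 and passed (adjusted p = 0.0428). The mean log2 CPM of the tubulin list, relative to the mean of the GFP libraries, was 0.015 ± 0.063 (SD, n = 3) in RfA1 cells, within the SD of 0.072 between the GFP libraries (exact permutation test, two-sided, p = 0.8; the smallest p that 3 libraries against 3 allow is 0.1). Of the 17 tubulin genes, 0 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test and 2 had an unadjusted p under 0.05. TUBG2 had the smallest p of them, with a log2 fold change of -0.26 (standard error 0.11, adjusted p = 0.332 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Standard errors of genes were derived from the F statistic of that test. Tubulin genes are similar in sequence, so the assignment of reads to single members is uncertain. The 125 genes of actin and actin-binding proteins shifted by -0.0011 (adjusted p = 0.991 from limma's camera test), and by -0.00065 with the block (adjusted p = 0.996).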

Cells transfected with pEGFP-C1-RfA1 and no-load pEGFP-C1 (set as control) are harvested for sequencing. 

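With edgeR's quasi-likelihood test and an adjusted p of 0.05, 10 of 13002 genes differed between RfA1 and GFP cells, 8 higher and 2 lower with RfA1. At an unadjusted p of 0.05 there were 1812 genes, 949 higher and 863 lower. With the replicate number as a block in the same test, 625 genes passed the adjusted p, 309 higher and 316 lower. All 10 genes were among them. In the simulated counts, which held neither a GC trend nor paired libraries, 7.65% of the calls with the block were false. That share therefore does not apply to the 625 genes. Across genes, deviations of same-numbered GFP and RfA1 libraries from their group means correlated by 0.166, 0.321 and -0.143 for replicates 1, 2 and 3. Their mean was 0.115, and that of differently numbered libraries was -0.0607. Deviations cancel out within a group, which ties the second mean to the first, so it is not separate evidence of pairing. Leaving out RfA1 replicate 2 moved the count most, to 2636 genes, and each of the other 5 libraries left out in turn gave between 0 and 4 genes. Upper-quartile normalization gave 4 higher and 2 lower genes, a share of higher genes of 66.7% against 80% with TMM. After a correction of each library for transcript GC content, which was chosen after the data were seen, 151 genes passed as higher and 60 as lower, again with all 10 genes among them.
Of these 10 genes, DUSP1 (Gene ID 1843) had the largest log2 fold change, with a rise from 39.6 ± 2.53 CPM (SD, n = 3) in GFP cells to 71.6 ± 5.10 (SD, n = 3) in RfA1 cells. Its log2 fold change was 0.85 (standard error 0.092, adjusted p = 0.0109 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed in 4 of the 6 fits that left out one library. BTG3 (Gene ID 10950) rose from 32.4 ± 0.847 to 57.0 ± 4.92 CPM, a log2 fold change of 0.81 (standard error 0.093, adjusted p = 0.0109 from the same test). CSRNP1, RND3 and CCN1 rose by 0.77, 0.70 and 0.69 on the log2 scale (adjusted p = 0.0345, 0.0457 and 0.0457 from edgeR's test). DNHD1 (Gene ID 144132) fell from 28.7 ± 1.98 to 16.9 ± 0.292 CPM, a log2 fold change of -0.76 (standard error 0.10, adjusted p = 0.0221 from edgeR's test), and CPT1B (Gene ID 1375) from 42.8 ± 1.41 to 27.1 ± 0.830 CPM, a log2 fold change of -0.66 (standard error 0.087, adjusted p = 0.0221). BTG3 passed in 3 of the 6 fits that left out one library, and CSRNP1, RND3, CCN1, DNHD1 and CPT1B each passed in 1 of the 6 fits that left out one library. The other 3 genes were ATF3, PIM1 and ADAMTS1, with log2 fold changes of 0.64, 0.62 and 0.51, and they are named after their values were seen.

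**Figure D2:**
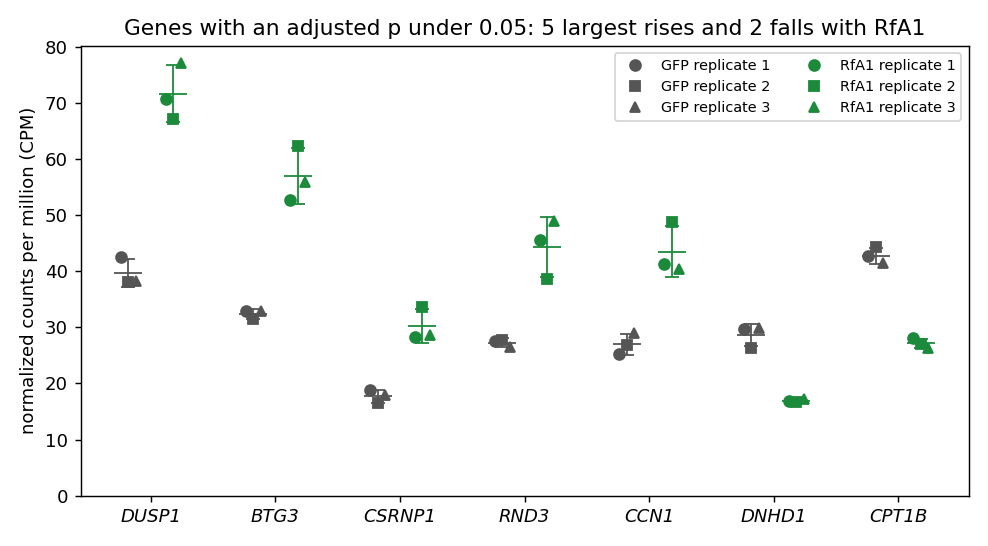
Normalized CPM of 7 of the 10 genes past the adjusted p, the 5 with the largest rise and the 2 that fell. Points are libraries, grey for GFP and green for RfA1, horizontal marks are means and bars are SD (n = 3). BTG3 lies between 31.4 and 32.9 CPM in GFP cells and between 52.7 and 62.3 CPM in RfA1 cells.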

After Metascape screening (Zhou et al., 2019), 461 differentially expressed unigenes are identified in RfA1 expressed cells (Supplementary Table S5). GO analysis is then performed to annotate differentially expressed genes (DEGs). Figure 6A shows the selected items of interest. Genes evolved in biological processes such as “regulation of microtubule cytoskeleton organization,” “microtubule polymerization or depolymerization,” and “microtubule nucleation” respond to RfA1 expression. 

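Lists of genes for these 3 biological processes were compared as a whole by limma's camera test. The 47 genes of the microtubule nucleation list shifted by -0.013 on the log2 scale with RfA1 (adjusted p = 0.851 from limma's camera test), and by 0.00095 with the replicate number as a block (adjusted p = 0.706). The 64 genes of the microtubule polymerization or depolymerization list shifted by 0.018 (adjusted p = 0.851; with the block 0.019, adjusted p = 0.861, both from limma's camera test), and by -0.00015 after the GC correction (adjusted p = 0.913). The 80 genes of the list for regulation of microtubule cytoskeleton organization shifted by 0.061 (adjusted p = 0.123; with the block 0.061, adjusted p = 0.129, both from limma's camera test). The mean log2 CPM of this last list was 0.040 ± 0.026 (SD, n = 3) in RfA1 cells relative to the GFP libraries, whose SD was 0.0081, and all 3 RfA1 libraries lay above all 3 GFP libraries (exact permutation test, two-sided, p = 0.1, the smallest p that the design allows). After the GC correction, chosen after the data were seen, its shift was 0.0074 (adjusted p = 0.736 from limma's camera test).
Together with the spindle list, these lists hold 278 genes, of which 260 were tested. None of the 10 changed genes was among them, with 0.2 expected by chance, a count too small to test. At an unadjusted p of 0.05, 38 of the 260 genes changed against 36.2 expected, an odds ratio of 1.06 (Fisher's exact test, one-sided, p = 0.402). The nucleation list had 10 of them against 6.55 expected, an odds ratio of 1.67 (Fisher's exact test, one-sided, p = 0.110), and the polymerization and regulation lists had odds ratios of 1.01 and 0.882 (p = 0.543 and 0.693 from the same exact test). With the replicate block, 12 genes passed the adjusted p against 12.5 expected, an odds ratio of 0.957 (Fisher's exact test, one-sided, p = 0.600). Without RfA1 replicate 2, 67 of the 260 genes passed against 52.2 expected, an odds ratio of 1.39 (Fisher's exact test, one-sided, p = 0.0145). That fit left RfA1 replicates 1 and 3, which lay on the same side of the first principal component. After the GC correction, 31 of the 260 genes changed at an unadjusted p of 0.05 against 41.9 expected, an odds ratio of 0.7. The nucleation list then had 7 against 7.58 expected, an odds ratio of 0.91. HAUS3 (Gene ID 79441), a subunit of the augmin complex, had the smallest p of the nucleation list, with 23.4 ± 0.410 CPM in GFP cells and 32.4 ± 2.76 CPM in RfA1 cells (SD, n = 3 each). Its log2 fold change was 0.47 (standard error 0.099, adjusted p = 0.166 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; adjusted p = 0.00870 with the block). KIF24, of the polymerization list, had a log2 fold change of -0.32 (adjusted p = 0.259 from edgeR's test; 0.0469 with the block). PRKCE, of the regulation list, had a log2 fold change of 0.47 (adjusted p = 0.225 from edgeR's test; 0.0241 with the block).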

Correspondingly, these microtubule-relevant genes are also sorted into cellular component items, including “spindle microtubule,” “spindle pole centrosome,” “mitotic spindle,” and “spindle” (Wittmann et al., 2001; Foley and Kapoor, 2013), which indicates the tight relationship between RfA1 and microtubules.

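The spindle list, 144 tested genes, shifted by 0.063 on the log2 scale with RfA1, and 98 of the genes had a positive log2 fold change (adjusted p = 0.0392 from limma's camera test over 16 lists). With the replicate number as a block the shift was 0.067 (adjusted p = 0.0494 from the same test). With the correlation between genes estimated from the data in place of the test's default of 0.01, the adjusted p from limma's camera test was 0.646. The mean log2 CPM of the list relative to the GFP libraries was 0.058, 0.0031 and 0.053 in RfA1 replicates 1, 2 and 3 and 0.026, -0.018 and -0.0089 in GFP replicates 1, 2 and 3, so that the groups overlapped (exact permutation test, two-sided, p = 0.2; the smallest possible is 0.1). Within same-numbered pairs the list was higher in RfA1 in 3 of 3, by 0.031, 0.021 and 0.062 (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs allow). The genes of the spindle list had a mean transcript GC content of 46.3%, against 50% for all tested genes. After the GC correction, chosen after the data were seen, the shift was 0.0095 (adjusted p = 0.906 from limma's camera test). None of the 144 genes passed the adjusted p in edgeR's quasi-likelihood test, and 19 had an unadjusted p under 0.05 against 20.1 expected, 14 higher and 5 lower with RfA1 (Fisher's exact test, one-sided, p = 0.639). The paper takes its GO annotation of the DEGs, in which microtubule-related genes fall under spindle terms, as an indication of a tight relationship between RfA1 and microtubules.

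**Figure D3:**
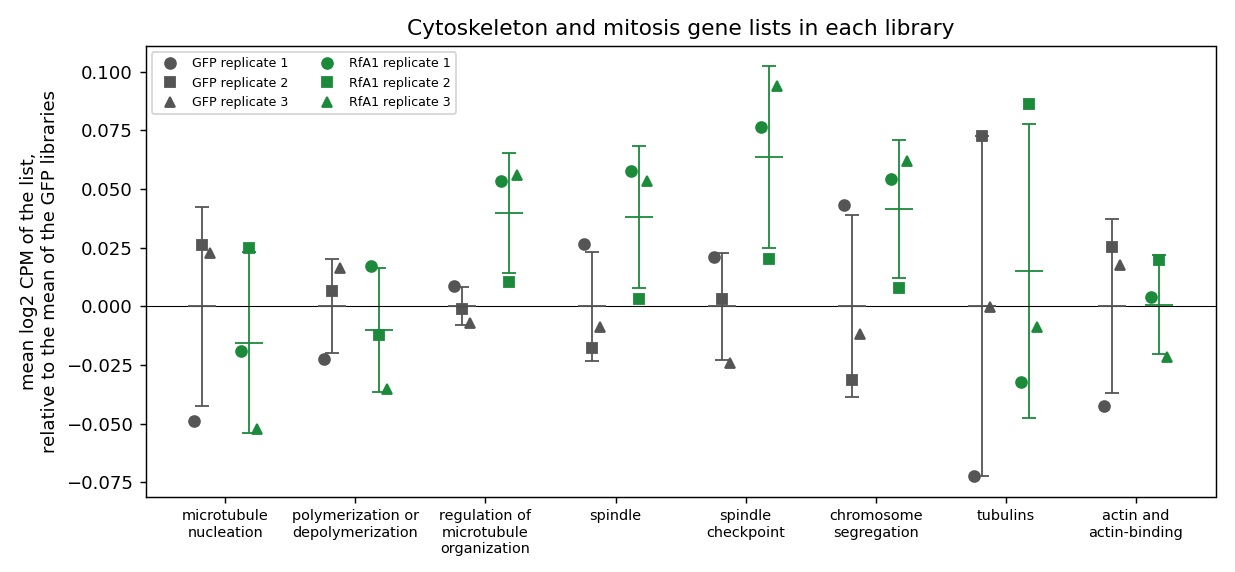
Mean log2 CPM of 8 gene lists in each library, relative to the mean of the GFP libraries. Points are libraries, grey for GFP and green for RfA1, horizontal marks are group means and bars are SD (n = 3). In the spindle list, RfA1 replicate 2 lies at 0.0031, below GFP replicate 1 at 0.026.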

**FIGURE 6:**
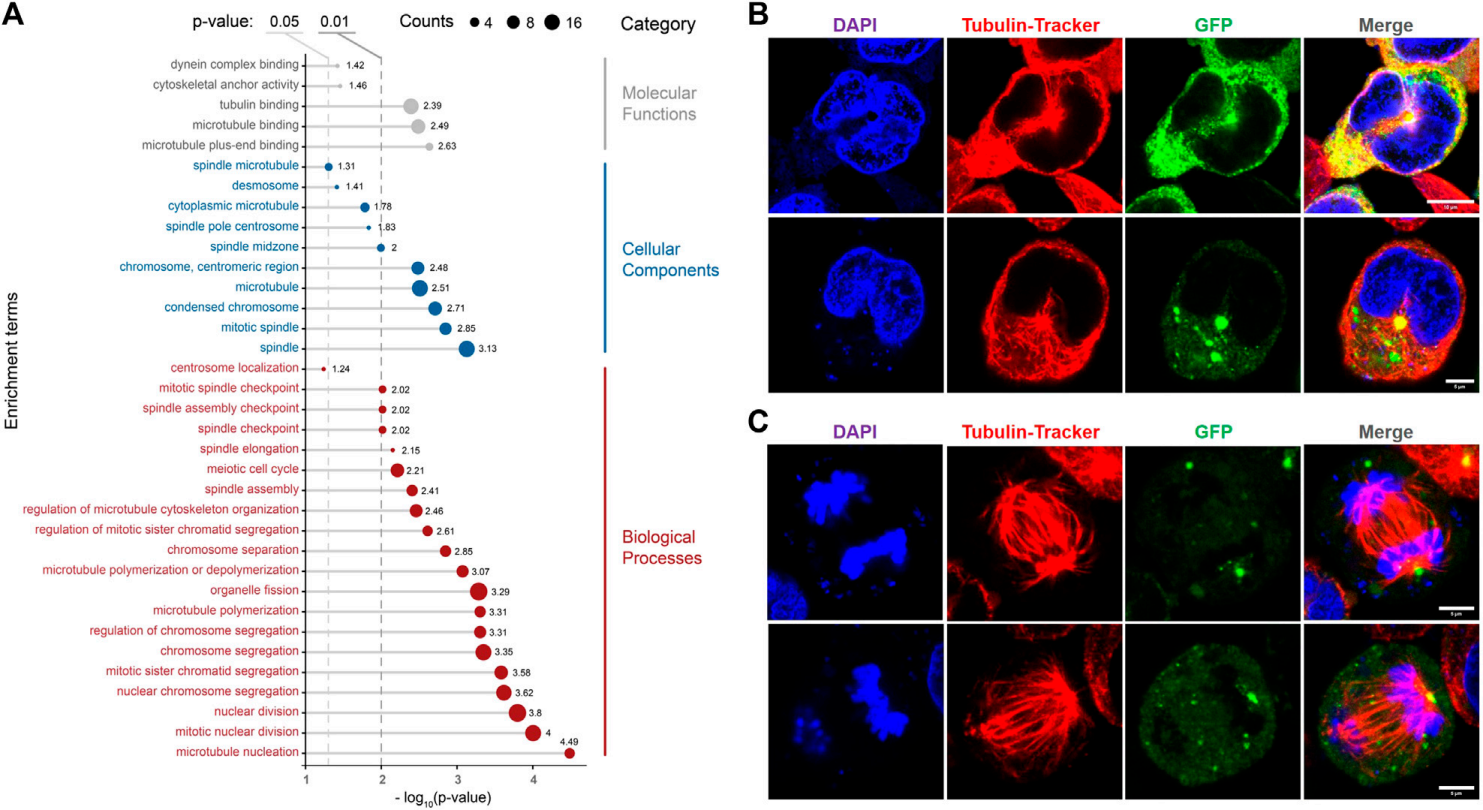
Effects of RfA1 on microtubule and mitosis. **(A)** GO annotation of DEGs between pEGFP-C1 transfected cells and pEGFP-C1-RfA1 transfected cells. Genes are converted to ENTREZ ID and R package clusterProfiler is used to perform GO annotation. Biological Process, Cellular Component and Molecular Function terms are shown in the figure, and the threshold was set as the *p*-value< 0.05. **(B)** RfA1 co-localization with microtubule networks in the center, in interphase cells. Nuclei and microtubule are stained with DAPI (blue) and Tubulin-Tracker Red (Beyotime), RfA1 are indicated by tandem EGFP (green), scale bars = 10 μM. **(C)** RfA1 located at the spindle center, in late mitosis cells. Nuclei and microtubule are stained with DAPI (blue) and Tubulin-Tracker Red (Beyotime), RfA1 is indicated by tandem EGFP (green), scale bars = 5 μM (see Supplementary Movies S3, S4).

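For mitosis, the 47 genes of the spindle checkpoint list shifted by 0.083 on the log2 scale with RfA1 (adjusted p = 0.0380 from limma's camera test over 16 lists), and by 0.085 with the replicate number as a block (adjusted p = 0.0309). After the GC correction the shift was 0.012 (adjusted p = 0.186 from limma's camera test). DUSP1 was the 1 gene of this list that passed the adjusted p in edgeR's quasi-likelihood test. As 1 gene of a list written by hand, it does not show a response of the checkpoint (Fisher's exact test, one-sided, adjusted p = 0.285 over 16 lists). At an unadjusted p under 0.05 there were 11 genes against 6.55 expected (Fisher's exact test, one-sided, p = 0.0548). The 124 genes of the chromosome segregation list shifted by 0.057 (adjusted p = 0.0738 from limma's camera test). With the block the shift was 0.059 (adjusted p = 0.0701 from the same test). After the GC correction it was 0.0057 (adjusted p = 0.941 from the same test). CENPQ had the smallest p of the 124 genes, with a log2 fold change of 0.49 (standard error 0.14). Its adjusted p was 0.234 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.0259 with the block and 0.0956 after the GC correction. The list means in RfA1 cells were 0.064 ± 0.039 for the checkpoint and 0.041 ± 0.029 for chromosome segregation (SD, n = 3), against SDs of 0.023 and 0.039 between the GFP libraries (exact permutation tests, two-sided, p = 0.2 for each). Both were higher in RfA1 in 3 of 3 same-numbered pairs. The 54 G2/M phase genes listed in the Seurat package shifted by 0.069 (adjusted p = 0.0212; with the block 0.071, adjusted p = 0.0143, both from limma's camera test), and by 0.024 after the GC correction (adjusted p = 0.432). Their mean was 0.072 ± 0.029 (SD, n = 3) in RfA1 cells against an SD of 0.028 between the GFP libraries. All 3 RfA1 libraries lay above all 3 GFP libraries (exact permutation test, two-sided, p = 0.1, the smallest possible). At an unadjusted p under 0.05, 14 chromosome segregation genes changed against 17.3 expected, and 6 G2/M phase genes against 7.53. With the correlation between genes estimated from the data, the checkpoint and G2/M lists did not pass (adjusted p = 0.438 for each from limma's camera test).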

The analysis based on RNA-Seq is further confirmed by confocal observation. After staining the fixed cells with Tubulin-Tracker Red (Beyotime), RfA1 condensates are significantly enriched at MTOC, located around the centrosome (see Figure 6B). For cells staying in late mitosis, RfA1 condensates are no longer located in the central areas but seem to chase the movements of daughter centrosomes (see Figure 6C and Supplementary Movies S3, S4 for Z-axis scanning). This significant enrichment of RfA1 at MOTC can be severely abolished by nocodazole treatment (data not shown). More directly, except for fluorescent colocalization observation, RfA1 is also detected to bind to tubulin subunits TBB2B, TBB4A, and TBB4B (Supplementary Table S6) by CoIP, suggesting physical interaction between RfA1 and microtubules.

## Discussion

In summary, the work realized the expression of four natural reflectins (RfA1, RfA2, RfB1, and RfC) and six engineered RfA1 in cells and found their tunable intracellular localization. To the best of our knowledge, this is the first report of discrepant intracellular features of reflectins and their derivatives. Further, CoIP-MS was conducted to better understand the molecular mechanism underlying the localization preferences among RfA1 and variants. Moreover, both confocal observation and RNA-Seq analysis confirmed the extensive interplay between RfA1 and the cytoskeleton, providing evidence to delineate the role of RfA1 during Bragg lamellae establishment (Figure 7A). There are multiple reasons to support the significance of the work.

**FIGURE 7:**
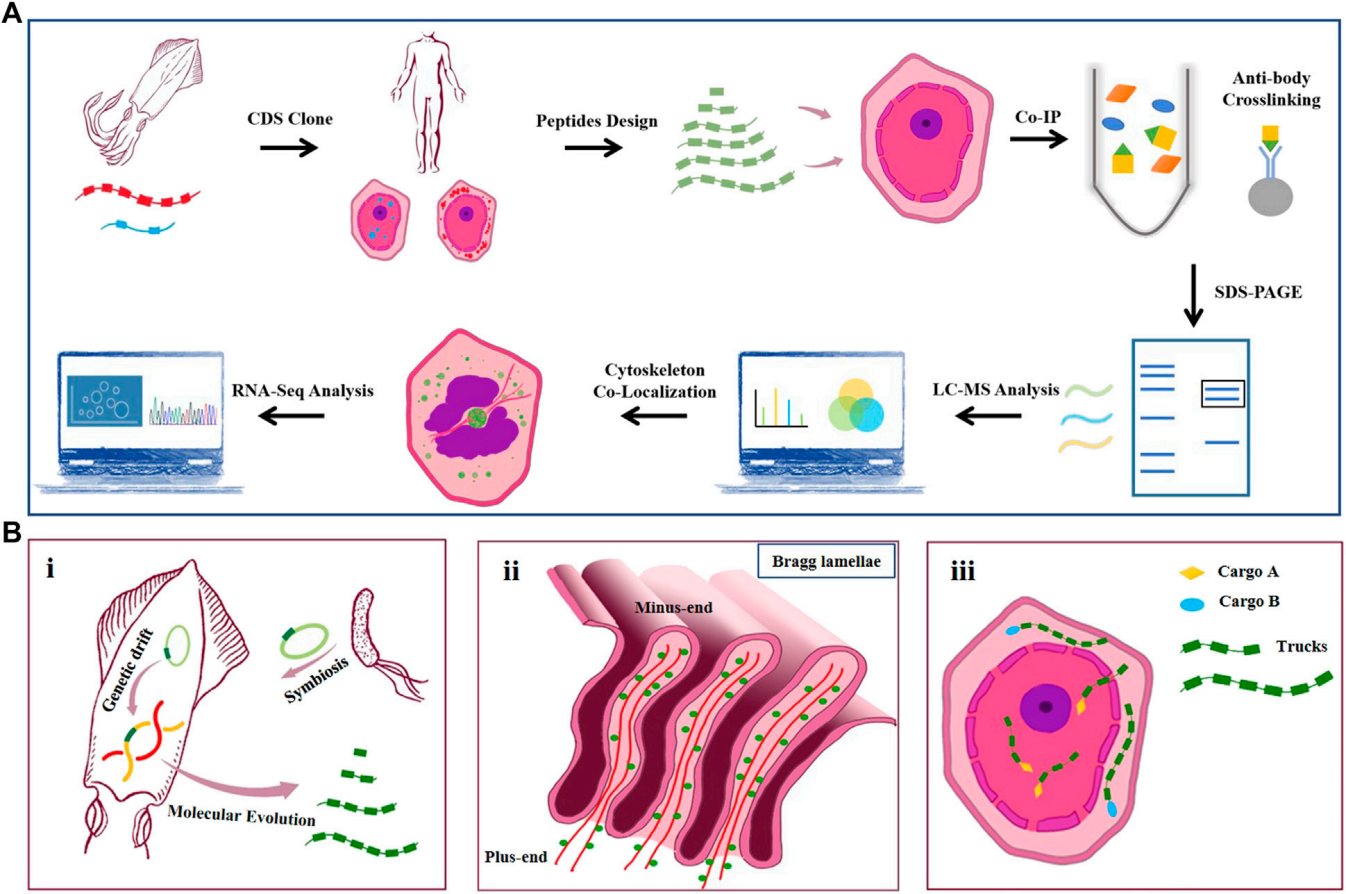
**(A)** Schematic of the workflow. CDS of squid reflectin proteins are obtained from NCBI. Codons are optimized according to mammal cell expression preference and introduced into HEK-293T cells by lipofection. RfA1 truncated variants are designed and cloned into pEGFP-C1 vectors. Anti-GFP monoclonal antibody is used to pull down GFP-tagged RfA1 variants and their binding proteins. Immunoprecipitates are separated using SDS-PAGE. Gel lanes are digested with trypsin for LC-MS/MS analysis. Colocalization of RfA1 and actin cytoskeleton is confirmed by confocal microscope. RNA-Seq is employed to globally investigate the influence of RfA1 expression on cells. **(B)**. Illustration for hypothetically models. i. Origin and evolution of reflectin proteins. ii. Microtubule minus-end-directed transportation of reflectin. iii. Schematic for RfA1 derivatives as programmable and oriented cargo carriers.

Firstly, the cyto-/nucleoplasmic localization preference presented here could be evidence for the molecular evolution of reflectin proteins. According to Guan’s report, reflectin genes in cephalopods come from a transposon in symbiotic *Vibrio fischeri* (Guan et al., 2017). Afterward, millions of years of replication and translocation of this transposon forms reflectins with different lengths, motifs, and properties (Tao et al., 2010; DeMartini et al., 2015; Levenson et al., 2017; Levenson et al., 2019). In the work, RfA1 consists of one RM_N_ and five RMs exclusively enriched in cytoplasm, while shorter RfA2, RfB1, and special RfC contains only one GMXX and an RM* tends to stay in nuclei. By truncating RfA1 gradually, shorter peptide derivatives (e.g., RM_Nto2_) localize in nuclei, behaving exactly similar to simpler reflectins. From this point of view, the repetition numbers of RMs (as basic units) accurately determine the disparate properties (e.g., intracellular localization) of RfA1, A2, B1, and C. Being a subordinate element and of evolutionary origin, the 24-bp transposon-like DNA fragment is expected to be the root source of reflectin diversification, which makes our finding a strong clue to support Guan’s evolution hypothesis. Besides, earlier and simpler reflectins with fewer motifs tend to stay in the nuclei since there are abundant molecular tools available in the nuclei to evaluate, to manipulate, or even to edit this passage of alien DNA sequence. As for more complex reflectins such as RfA1, they are excluded from the nuclei and participate in other functional processes in the cytoplasm, like establishing and regulating Bragg lamellae [see Figure 7b(i)].

Secondly, the nucleus entry of short reflectins and centrosome-enrichment of RfA1 delineate their potential organization mode in iridocytes, which lay the material foundation for Bragg lamellae establishment. 1) Seeing from the longitudinal section, the pore at the bottom of Bragg lamellae is approximately equal to the size of the ciliary pore and nuclear pore (see Figure 7b(ii)). Though knowledge about protein transportation between the cytoplasm and Bragg lamellae is absent, the entrance of RfA1 truncations and short reflectins into nucleoplasm is observed. Here, RAN and Nups are identified to mediate the access of RfA1 variants into the nuclei. Presumably, the entry of reflectins into Bragg lamellae follows a similar mechanism, under the guidance of similar components (RAN, Nups, etc.). 2) Both CoIP-MS analysis and the RNA-Seq survey reveal the extensive interactions between RfA1 and the cytoskeleton. Actin and ABPs were identified to be combined with RfA1. Considering the critical role of actin filaments in the formation of protrusive structures such as lamellipodia and ruffles (Mejillano et al., 2004; Chhabra and Higgs, 2007; Weiner et al., 2007; Innocenti, 2018), the results presented here highly suggest RfA1’s potential contribution to the establishment and regulation of Bragg lamellae *via* its collaboration with the actin system. Moreover, RfA1 is observed to enrich at MTOC and co-localize with centrosomes. This spatial enrichment of RfA1 can be effectively abolished by nocodazole treatment. Since nocodazole suppresses the microtubule polymerization, this phenomenon suggests that the integrity of microtubule may be fundamental to RfA1 orientated transportation. Therefore, it is speculated that the orientated trafficking along the MT networks should be the critical property for RfA1 to work in Bragg lamellae. For the HEK-293T cells, microtubule minus-ends are located at or around the centrosome, guiding the movement of RfA1 to MTOC. However, microtubules are oriented apico-basally in polarized epithelial cells, with their minus-ends directed towards the apical side of the cells (Sugioka and Sawa, 2012; Glotfelty et al., 2014). This is partly verified when we perform new studies on the MDCK cells, which oppose apico-basal paralleled microtubule networks (data not shown). To the best of our knowledge, this is the first experiment to depict the potential mechanism underlying Bragg lamellae formation [see Figure 7B(ii)]. Although there is a huge difference between the mammalian cells and squid cells, the evolutionary conservatism of actins among algae, amoeba, fungi, and animals (Dominguez and Holmes, 2011; Gunning et al., 2015) eliminates this drawback.

Thirdly, reflectins are natural block copolymers and programmable biomaterials. Their intracellular localization properties provide alternative options for the manipulation of the cytoplasmic/nucleic distribution of proteins of interest. If we take GFP as a molecular cargo, reflectin derivatives can be regarded as intelligent vehicles to transport cargoes to pre-selected destinations [see Figure 7B(iii)]. Compared to the commonly-used NLS sequence, our programmable tools also have better scalability and modularity. The distribution of selected proteins can be easily altered by linking programmable tools to proteins (merely changing the numbers of parts), making them present only in the cytoplasm or nuclei. Using NLS, however, leads to a one-way trip into the nucleus. As a quick example, our tools might hypothetically achieve a switch of “cytoplasmic/nucleic distribution” at the protein-protein interaction level by linking different lengths of our parts to drug-/light-induced protein dimerization pairs. Further studies have already started in our research group (unpublished yet).

## Methods

### Construction of Recombinant pEGFP-C1 Vectors

The nucleotide sequence of *D. (Loligo) pealeii* reflectin A1 (RfA1) (Genbank: ACZ57764.1) and *D. (Loligo) Opalescens* reflectin C (Genbank: AIN36559.1) were optimized for human cell expression, and then synthesized and sequencing-identified by Sangon Biotech^®^ (Shanghai, China). Primers (F-GAATTCTAT GAA​TAG​ATA​TTT​GAA​TAG​ACA; R-GGATCCATACATATGATAATCATAATA ATTT) were designed to introduce *EcoR I* and *BamH I* cutting sites, so the modified RfA1 CDS can be constructed into pEGFP-C1 *via* a standard restriction-enzyme cloning process. As for the truncated RfA1 derivatives, six pairs of primers were coupled. For example, if RM_N_-F and RM_3_-R primers were selected, then a nucleotide sequence responsible for the coding of RM_N_-RL_1_-RM_1_-RL_2_-RM_2_-RL_3_-RM_3_ (simplified as RM_Nto3_ in the work) would be obtained after PCR. Meanwhile, 5′ GCA​TGG​ACG​AGC​TGT​ACA​AG 3′ and 5′ TTATGATCAG- TTATCTAGAT 3’ were added to F-primers and R-primers during the synthesis of the primer, respectively, which enables the sequences to be ligated to pEGFP-C1 by Ready-to-Use Seamless Cloning Kit from Sangon Biotech^®^ (Shanghai, China).

### Growth and Transfection of Human Cells

The HEK-293T cells (ATCC^®^, CRL-3216^TM^) were cultured on plastic dishes in Dulbecco’s Modified Eagle Medium (DMEM, Gibco^TM^) supplemented with 10% fetal bovine serum (FBS, Gibco^TM^) at 37°C under 5% CO_2_. One day before transfection, cells were seeded at ∼33% of the confluent density for the glass bottom dishes from Cellvis (California, United States) and grown for another 24 h. Then a transfection mixture containing Lipofectamine 3,000 (Thermo Scientific) and recombinant vectors were added to the medium and incubated for ∼16–∼24 h. For CCK-8 test, 1 × 10^4^ cells were seeded into each hole of 96-well plates 1 day before transfection, then transfected with recombinant vectors and incubated for another 24 h. After that, 10 μl CCK-8 solution was added to the wells for a chromogenic reaction of ∼2–∼4 h. OD_450_ was detected by Multiskan FC (Thermo Scientific).

### Fluorescence Microscopy of Stained Cells

Transfected HEK-293T cells grown in Cellvis plastic dishes were first fixed with 4% paraformaldehyde at room temperature for 30 min, then stained with DiD or ActinRed (diluted in 0.5% Triton X-100 PBS) for ∼30 min after PBS rinses. After washing off the fluorescent dye with PBS, fixed cells were embedded in DAPI-Fluoromount (Beyotime, Shanghai, China) and characterized with a Leica TCS SP8 imaging system in fluorescence imaging mode. The resulting images were analyzed with ImageJ (Java 1.8.0_172/1.52b) (Schindelin et al., 2012).

### Online Computational Prediction Tools

Disorder prediction of RfA1 and derivatives was conducted with PONDER^®^ (http://www.pondr.com/), DISOclust (http://www.reading.ac.uk/bioinf-/DISOclust/) and ESpritz (http://protein.bio.unipd.it/espritz/). The probability of liquid-liquid phase separation was calculated by FuzPred (http://protdyn-fuzpred.org/).

### SDS-PAGE, Western Blotting

Total proteins of cells were extracted by using the immunoprecipitation kit (Sangon). Protein samples were separated by SDS-PAGE and transferred to polyvinylidene fluoride (PVDF) filter membranes (Millipore, United States) for immune-hybridization. After 1 h of blocking in PBST (phosphate-buffered saline containing 0.05% Tween-20 and 2.5% BSA), the membranes were incubated with one of the following primary antibodies at corresponding concentration: anti-GFP mouse monoclonal antibody (Sangon), and anti-GAPDH mouse monoclonal antibody (Sangon). Subsequently, band visualization was performed by electro-chemiluminescence (ECL) and detected by the Digit imaging system (Thermo, Japan).

### In-Gel Digestion

For enzymolysis in protein gels (the gel strip, protein solution, and protein freeze-dried powder), a clean blade was used to dig out the strip of interest and cut it into 0.5–0.7 mm cubes. After decolorizing with test stain/silver stain decolorizing solution, the rubber block was washed with 500 μl acetonitrile solution three times until the rubber particles become completely white. Add 500 μl of 10 mM DTT to a water bath at 56°C for 30 min. Use low-speed centrifugation for a reduction reaction. Then add 500 μl decolorizing solution and mix at room temperature for 5–10 min Wash the gel spots once, and centrifuge at low speed to discard the supernatant After quickly adding 500 μl 55 mM IAM, place it in a dark room at room temperature for 30 min. Centrifuge at a low speed for an alkylation reaction. Then add 500 μl of decolorizing solution and mix at room temperature for 5–10 min After washing the gel spots once, centrifuge at low speed, and discard the supernatant; then add 500 μl of acetonitrile until the colloidal particles become completely white, and vacuum dry for 5 min. Add 0.01 μg/μl trypsin according to the gel volume. After an ice bath for 30 min, add an appropriate amount of 25 mM NH_4_HCO_3_ into pH8.0 enzymatic hydrolysis buffer, and enzymatically hydrolyze overnight at 37°C. After enzymolysis, add 300 μl extract with sonicate for 10 min. Centrifuge at a low speed, to collect the supernatant. After repeating the process twice, combine the obtained extracts and perform a vacuum dry.

### Zip-Tip Desalting

Dissolve the sample with 10–20 μl 0.2% TFA, and centrifuge at 10,000 rpm for 20 min. Then wet the Ziptip 15 times with a wetting solution and equilibrate with a balance solution 10 times. Finally, inhale the sample solution for 10 cycles and blow 8 times with the rinse liquid. Note: To avoid cross-contamination, aliquot 100 μl flushing solution per tube and use a separate tube for each sample. Add 50 μl eluent to a clean EP tube, and pipette it repeatedly to elute the peptide. Finally, drain the sample.

### LC-MS/MS Analysis

The peptide samples were diluted to 1 μg/μl on the machine buffet. Set the sample volume to 5 μl and collect the scan mode for 60 min. Scan the peptides with a mass-to-charge ratio of 350–1200 in the sample. The mass spectrometry data was collected using the Triple TOF 5600 + LC/MS system (AB SCIEX, United States). The peptide samples were dissolved in 2% acetonitrile/0.1%formic acid and analyzed using the Triple TOF 5600 plus mass spectrometer coupled with the Eksigent nano LC system (AB SCIEX, United States). The peptide solution was added to the C18 capture column (3 μM, 350 μM × 0.5 mm, AB Sciex, United States) and the C18 analytical column (3 μM, 75 μM × 150) was applied with a 60 min time gradient at a flow rate of 300 nl/min mm(Welch Materials, Inc.) for gradient elution. The two mobile phases were buffer A (2% acetonitrile/0.1%formic acid/98% H_2_O) and buffer B (98% acetonitrile/0.1% formic acid/2% H2O). For IDA (Information Dependent Acquisition), the MS spectrum was scanned with an anion accumulation time of 250 ms, and the MS spectrum of 30 precursor ions was acquired with an anion accumulation time of 50 ms. Collect MS1 spectrum in the range of 350–1200 m/z, and collect MS2 spectrum in the range of 100–1500 m/z. Set the precursor ion dynamic exclusion time to 15 s.

Genes identified from LC-MS and RNA-Seq were converted to ENTREZ ID and an R package, clusterProfiler, was used to perform gene ontology annotation (Yu et al., 2012). The mass spectrometry proteomics data have been deposited to the Proteome Xchange Consortium *via* the PRIDE (Perez-Riverol et al., 2022) partner repository with the dataset identifier PXD031350. RNA-Seq data were uploaded to the NCBI GEO database, numbered as GSE186861.

All the data needed to evaluate the conclusions are present in the paper and/or the supplementary information. All other relevant data are available from the authors upon reasonable request.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Proteome Xchange Consortium *via* the PRIDE partner repository with the dataset identifier PXD031350; RNA sequencing data NCBI GEO accession: GSE186861.

How the deposited data were processed for this re-analysis (not part of the article)

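RNA-seq libraries of HEK-293T cells that express GFP-tagged RfA1 (n = 3) or GFP alone (n = 3) were compared. The groups and replicate numbers were taken from the sample labels, and the conditions are those of the paper. The authors deposited one table of 16655 genes with NCBI Gene IDs and symbols. For each library it holds the estimated counts that the authors made from their reads without normalization, of which 7.39% to 8.02% are not whole. It also holds the authors' TPM, which are scaled to the same total in each library, and the authors' FPKM. Averages of each unit over the replicates are in the table and were not used here. The paper's text names neither the aligner, the counting tool, the genome build, the annotation nor the RNA-seq test and its threshold, and so no coordinates are given. GO annotation was done in the paper with clusterProfiler.

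The estimated counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr (minimum count 10, minimum total count 15), which left 13002 genes, and were normalized by TMM. Groups were compared with edgeR 4.0.16's robust quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the tested genes and an adjusted p threshold of 0.05, in R 4.3.3. The depth was 10272304 to 11566287 counts per library, with medians of 11402387 for GFP and 10755614 for RfA1. Counting error is included in the test through the counts. The test gives no standard error of a log2 fold change. The standard errors printed are the absolute log2 fold change divided by the square root of the test's F statistic. The 100 genes with the highest counts took 19.4% to 20.6% of each library.

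Lists of genes were written by hand, from general knowledge of gene function, before the data were examined. They stand for the terms of Fig. 6A and for other processes and are not the membership of GO terms. The G2/M and S phase lists are those of the Seurat package. A list was tested with limma 3.58.1's camera (inter-gene correlation 0.01), two-sided, with Benjamini-Hochberg adjustment over 16 lists. Over-representation of changed genes was tested with Fisher's exact test, one-sided, against all tested genes. Means of lists per library were compared with exact permutation tests, and within same-numbered pairs with exact sign-flip tests, which were chosen after the data were seen. The genes named were the 5 with the largest rise and the 5 with the largest fall among genes past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups. There were 8 such genes that rose and 2 that fell, so that 5 and 2 were named by this rule. In each of 7 microtubule, spindle, chromosome and tubulin lists, up to 5 genes past the threshold or else the gene with the smallest p were named, and so were the genes that the paper names.

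The pairing of the libraries comes from the replicate numbers in the labels. The paper does not say that same-numbered cultures were handled together. The alternatives set before the data were examined were DESeq2 1.42.0 without independent filtering, upper-quartile normalization, total library size only, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, limma-trend on log2(TPM + 1), thresholds with an absolute log2 fold change of at least 1 or with an unadjusted p of 0.05, an estimated inter-gene correlation for the 4 microtubule and spindle lists, and each library left out in turn. Chosen after the data were seen were a GC correction, the same with the replicate block, the other 5 pairings of GFP with RfA1 libraries as blocks, and the estimated inter-gene correlation for the other lists. For the GC correction, a spline with 5 degrees of freedom on transcript GC content was fitted in each library and entered as an offset. GC content and length came from 1 transcript per gene in GENCODE release 29, and 98.3% of the genes of the table were matched. Of the 16655 genes, 16536 Gene IDs were found in a RefSeq gene table, 16220 of them with the same symbol. Random lists (10000 per list) were matched on expression and on GC content or length.

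The scripts were tested on simulated data with 200 genes changed 1.5-fold. The test recovered 92% of them, and with a simulated GC trend 62% without and 92.5% with the GC correction. It recovered 87.5% with the replicate block, and DESeq2 recovered 87%. With the block 7.65% of the calls were false, against 5% without it, both in counts simulated without a GC trend or paired libraries. Figures were drawn with matplotlib 3.10.9. Transcripts from the plasmids, the GO membership of genes and Supplementary Table S5 were not used here. Reads shared between close paralogs, such as tubulins or HSPA1A and HSPA1B, were assigned by the authors' counting and leave those genes uncertain.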

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

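The lists for the unfolded protein response, the heat shock response and S phase were higher in RfA1 than in GFP cells, and the paper's text does not discuss these processes. The paper's list of its differentially expressed genes was not used here. The tests of these patterns were chosen after the shifts of the lists had been seen.

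The 40 genes of the unfolded protein response list shifted by 0.038 on the log2 scale with RfA1 (adjusted p = 0.0380 from limma's camera test over 16 lists), and the list mean was higher in 3 of 3 RfA1 libraries than in every GFP library (exact permutation test, two-sided, p = 0.1, the smallest possible). The shift was positive in all 16 alternatives, with an adjusted p from 0.000778 to 0.360, and 13 of the 16 passed. At an unadjusted p of 0.05, 15 of the genes changed, 12 higher and 3 lower, against 5.57 expected (Fisher's exact test, one-sided, adjusted p = 0.00283 over 16 lists). In this fit ATF3 was the 1 gene past the adjusted p. With the replicate block 8 genes passed it against 1.92 expected, and with the GC correction 5 against 0.649 (adjusted p = 0.00855 and 0.00712 from the same exact test). Without RfA1 replicate 2, 15 passed against 8.03 expected (adjusted p = 0.0512 from the same exact test). The exact test treats genes as independent. The GC correction moved the shift little, to 0.035 (adjusted p = 0.00126 from limma's camera test), and is by itself a weak test of GC content. With all libraries thinned to one total, the adjusted p was 0.0364. The median log2 fold change of the list, 0.035, lay at the percentile 93.6 of 10000 random lists matched on GC content and expression and at 93.1 of those matched on length and expression, within the central 95% both times. These random lists had medians of -0.0011 and -0.013, so neither GC content nor length gave a rise of this size, but lists as high were not rare among them. Of the 4 splits of the libraries that part all 3 same-numbered pairs, 1, the real one, gave a camera p as small, and so did 0 of the other 6 splits, which part 1 pair each. So few splits cannot exclude chance. A response to the RfA1 protein is a hypothesis that cannot be told apart from chance here. With the correlation between genes estimated from the data, the adjusted p was 0.360.

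For the heat shock response, the 32 tested genes shifted by 0.079 (adjusted p = 0.0380 from limma's camera test), higher in 3 of 3 RfA1 libraries than in every GFP library (exact permutation test, two-sided, p = 0.1). It was positive in all 16 alternatives, with an adjusted p from 0.0103 to 0.360, and 12 passed. The adjusted p from limma's camera test was 0.0103 after the GC correction. The list lay at the percentile 99.8 of random lists matched on length and expression. The data thus went against GC content and length as explanations. After thinning to one library size the adjusted p was 0.0364 from the same test, a weak test of library size since the totals differed little. In the splits that part all 3 pairs, 1 of 4 gave a camera p as small, the real one. Of the other 6 splits, which part 1 pair each, 1 gave a smaller camera p (GFP replicates 1 and 3 with RfA1 replicate 3 against the rest, 0.00836, against 0.0119 for the real split), so chance remains. Reads shared between near-identical heat shock genes were not tested. A response of the cells to RfA1 may explain the shift, but it cannot be told apart from chance or from shared reads, and with the correlation between genes estimated from the data the adjusted p was 0.360.

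The 43 S phase genes shifted by 0.099 (adjusted p = 0.00217 from limma's camera test), with 34 genes higher. The list mean was 0.095 ± 0.048 (SD, n = 3) in RfA1 cells relative to the GFP libraries, whose SD was 0.040, and the groups overlapped (exact permutation test, two-sided, p = 0.2). Within same-numbered pairs it was higher in RfA1 in 3 of 3 (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs allow). All 16 alternatives were positive, with an adjusted p from 0.000373 to 0.438, and 14 passed. After the GC correction the shift was 0.041 with an adjusted p of 0.0562, and with the replicate block in the same fit 0.042 with an adjusted p of 0.0428, so GC content may account for part of the shift. The list lay at the percentile 89.8 of random lists matched on GC content and expression, whose median was 0.071. After thinning, the adjusted p was 0.00306 from limma's camera test, a weak test of library size since the totals differed little. The data went against length (at the percentile 100 of random lists matched on length and expression). In the splits that part all 3 pairs, 1 of 4 gave a camera p as small, the real one, and 0 of the other 6 splits did. The pattern cannot be told apart from GC content or from chance.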

How the results depend on the processing

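Alternatives are those set before the data were examined, except the GC correction, alone or with the replicate block, the other pairings and the estimated correlation for lists other than the 4 microtubule and spindle lists. For each change the cause was not tested, except where a value is given for it.

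The count of 10 changed genes, 8 higher and 2 lower, was 10 with at least 10 counts in every sample and 8 with total library size only. It was 33 with DESeq2 (17 higher, 16 lower), 6 with upper-quartile normalization (4 higher, 2 lower), 20 with no filter on low counts (12 higher, 8 lower) and 4 with limma-trend on log2(TPM + 1) (4 higher, 0 lower). An added minimum absolute log2 fold change of 1 left 0 genes (0 higher, 0 lower), an unadjusted p gave 1812 (949 higher, 863 lower), and an unadjusted p with that minimum gave 25 (9 higher, 16 lower). The share of higher genes was 80% with TMM, 66.7% with upper-quartile normalization, 75% with total library size only and 100% with limma-trend on TPM.

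With the replicate block, 625 genes passed (309 higher, 316 lower). Same-numbered libraries deviated together by correlations of 0.166, 0.321 and -0.143, a mean of 0.115. GFP replicate 1 with RfA1 replicate 3 had 0.348, above each of these. The mean of -0.0607 for differently numbered libraries is tied to 0.115, since deviations cancel out within a group. With GFP replicates 1, 2 and 3 paired to RfA1 replicates 1, 3 and 2 the block gave 56 genes, to 2, 1 and 3 it gave 0, to 2, 3 and 1 it gave 0, to 3, 1 and 2 it gave 110, and to 3, 2 and 1 it gave 1451. The GC correction gave 2.1e+02 genes (151 higher, 60 lower), and the replicate block with the GC correction 464 (309 higher, 155 lower). All 10 genes were among those called with DESeq2, without a filter, with at least 10 counts, with the block and with the GC correction, alone or with the block; 8 were with total library size, 6 with upper-quartile normalization and 4 with limma-trend on TPM. All 10 kept their direction in each of these fits and with each library left out.

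Across the 6 fits that left out one library, from 0 to 2636 genes changed, from 0 to 1124 higher and from 0 to 1512 lower. The 2636 came without RfA1 replicate 2, the RfA1 library on the other side of the GC axis, and the others gave at most 4. Without GFP replicates 2 and 3, which gave 0 genes each, 857 and 974 genes had an unadjusted p under 0.05.

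The odds ratio of microtubule and spindle genes among the changed genes was 0, as none of the 10 was in the lists. It was 1.06 at an unadjusted p. After the GC correction it was 1.19 at the adjusted p and 0.7 at an unadjusted p. It was from 0 to 1.39 in the 4 fits that left out one library and called any gene. Where no gene was called it has no value. The p of Fisher's exact test, one-sided, was under 0.05 in 1 of 15 alternatives, the fit without RfA1 replicate 2.

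The microtubule nucleation list shifted by 0.00095 with the replicate block and by 0.031 with limma-trend on TPM, against -0.013, and from -0.082 to 0.015 with one library left out. The polymerization list shifted by -0.00015 with the GC correction and by -0.0016 with the replicate block and the GC correction, against 0.018. With one library left out, it stayed from 0.0072 to 0.049. The list for regulation of microtubule cytoskeleton organization stayed positive in 16 of 16 alternatives, from 0.0070 to 0.10. None of these 3 lists passed in any alternative. The spindle list stayed positive, from 0.0094 to 0.094, and passed in 9 of 16 alternatives. It fell to 0.0095 with the GC correction and 0.0094 with the replicate block and the GC correction, with adjusted p of 0.906 and 0.907 from limma's camera test, and at its shift of 0.063 had an adjusted p of 0.646 with the correlation between genes estimated. With one library left out it was from 0.042 to 0.094. The actin list, at -0.0011, shifted by 0.0029 without a filter, 0.0019 with the GC correction and 0.0021 with the block and the GC correction, and from -0.030 to 0.0097 with one library left out. The tubulin list, at 0.033, was from -0.061 to 0.072 with one library left out. With the replicate block and the GC correction it shifted by 0.10 and passed limma's camera test with an adjusted p of 0.0428, the 1 of 16 alternatives in which it did (0.0428 to 0.964).

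TUBB4A, at -0.12, was at 0.045 with the GC correction and 0.040 with the block added. TUBB4B, at -0.017, was at 0.039 with limma-trend on TPM, 0.11 with the GC correction and 0.11 with the block added, and from -0.12 to 0.042 with one library left out. TUBB2B was from -0.11 to 0.13 with one library left out. None of these changes passed an adjusted p of 0.05. Among the other results, the lists other than the 4 changed side 28 times, 23 weaker and 5 stronger, and the named genes 71 times, 56 weaker and 15 stronger; 44 of the 56 were with one library left out. The planned change of pseudocount was not run, since the test is on counts. With 3 libraries per group, the test recovered 92% of simulated 1.5-fold changes, and with a simulated GC trend 62% without a correction for it.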

Differences from the paper's values

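The paper reports 461 differentially expressed genes after a screening with Metascape. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 genes passed an adjusted p of 0.05. The Metascape step was not repeated here, so the paper's count and those below may not be of the same measure. Of the alternatives set before the data were examined, the replicate block, with 625 genes, was within 1.5 times of the paper's 461, and none of the others was: DESeq2 gave 33, upper-quartile normalization 6, total library size 8, no filter 20, at least 10 counts in every sample 10, limma-trend on TPM 4, an adjusted p with an absolute log2 fold change of at least 1 gave 0, an unadjusted p 1812, an unadjusted p with that minimum 25, and the fits that left out one library from 0 to 2636. The replicate block with the GC correction gave 464 genes, and it was chosen after seeing the values. The GC correction without the block gave 151 higher and 60 lower genes, and the other 5 pairings from 0 to 1451, also chosen after seeing the values. The paper's text does not name the test or threshold for its genes.

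The paper states that genes of microtubule nucleation, of microtubule polymerization or depolymerization and of the regulation of microtubule organization respond to RfA1. Of the 10 changed genes, 0 were in the lists for these processes or for the spindle, with 0.2 expected, so that 10 genes are too few to test this. At an unadjusted p, 38 list genes changed against 36.2 expected, an odds ratio of 1.06 (Fisher's exact test, one-sided, p = 0.402). After the GC correction 31 did against 41.9 expected, an odds ratio of 0.7. With the block added, 36 did against 47.2 expected, an odds ratio of 0.72. With the replicate block alone, 12 passed the adjusted p against 12.5 expected (odds ratio 0.957, Fisher's exact test, one-sided, p = 0.600). Among the terms in Fig. 6A, microtubule nucleation has the smallest p-value. By over-representation at an unadjusted p, nucleation also came before the other 2 process lists here, with 10 of 47 genes changed against 6.55 expected, an odds ratio of 1.67 (Fisher's exact test, one-sided, p = 0.110, adjusted p = 0.588 over 16 lists). The odds ratio was 1.01 for polymerization and 0.882 for regulation. After the GC correction the nucleation list had 7 changed genes against 7.58 expected, an odds ratio of 0.91 (Fisher's exact test, one-sided, p = 0.65). Polymerization and regulation then had odds ratios of 0.537 and 0.829. By limma's camera test, which compares shifts in one direction, regulation had the smallest adjusted p of the 3 (0.123, shift 0.061) and nucleation had 0.851 (shift -0.013). Without RfA1 replicate 2 the 4 lists together had an odds ratio of 1.39 (Fisher's exact test, one-sided, p = 0.0145). At an unadjusted p it was 1.62 (Fisher's exact test, one-sided, p = 0.0001). That fit left RfA1 replicates 1 and 3, which lie on the same side of the GC axis. In that fit the regulation list alone had an odds ratio of 1.97 at an unadjusted p (adjusted p = 0.0299 over 16 lists, Fisher's exact test, one-sided). At an adjusted p it had 1.51 and did not pass (adjusted p = 0.17 from the same test). The spindle checkpoint list had 2.71 at an adjusted p (adjusted p = 0.0175 from the same test). At an unadjusted p it had 1.65 and did not pass (adjusted p = 0.12). HAUS3, KIF24 and PRKCE of these lists passed an adjusted p of 0.05 in edgeR's quasi-likelihood test with the replicate block, and also with the GC correction alone. The spindle list (shift 0.063) and the spindle checkpoint list (shift 0.083) passed limma's camera test, with adjusted p of 0.0392 and 0.0380. After the GC correction their shifts were 0.0095 and 0.012 and neither passed (adjusted p = 0.906 and 0.186 from the same test). With the correlation between genes estimated from the data, neither passed (adjusted p = 0.646 and 0.438 from limma's camera test).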

Other observations

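The tests of the GC content of the libraries, of the pairings and of the lists in this part were chosen after the patterns had been seen.

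The first principal component of the 6 libraries followed transcript GC content, with a Spearman's rho of 0.749 between its loadings and GC content across genes. The log2 fold changes with RfA1 correlated with GC content by -0.547 across genes, and by -0.0239 after the GC correction. The difference between 2 libraries of one condition correlated with GC content by up to 0.677 in size (RfA1 replicates 2 and 3), and the difference between single libraries of the 2 conditions by up to 0.706 in size (GFP replicate 2 and RfA1 replicate 3). The trend is therefore consistent with an effect on single libraries, such as one of library preparation, that is not the condition. The labels give no batch, so which libraries were prepared together is not known, and genes are not independent replicates.

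One split of the libraries, GFP replicate 1 with RfA1 replicates 1 and 3 against GFP replicates 2 and 3 with RfA1 replicate 2, gave 3235 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 1876 in one direction and 1359 in the other, against 10 for the real split. It follows the GC axis, parts 1 of the 3 same-numbered pairs, and shares GFP replicates 2 and 3 and RfA1 replicates 1 and 3 with the real split, so part of the difference between GFP and RfA1 cells cannot be told apart from this axis. The other 8 splits gave 0 genes. Among the 4 splits that part all 3 same-numbered pairs, 1 gave as many changed genes, 1 as many in the larger and 1 as many in the smaller direction, and 1 as many with the replicate block, the real one each time. A camera p as small came from 4 of the 4 splits for the nucleation list, 4 for polymerization, 2 for regulation of microtubule organization and 1 for the spindle list. Of the other 6 splits, which part 1 pair each, 6 gave one as small for nucleation, 3 for polymerization, 0 for regulation and 1 for the spindle list. That 1 is the split along the GC axis (0.0162, against 0.0171 for the real split), so the spindle shift cannot be told apart from this axis. A share under 0.05 is not possible with 4 splits, so chance remains for each of these results.

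All of the 10 changed genes passed an adjusted p of 0.05 after the GC correction (10 of 10). The correction also raised the number of genes that passed (to 151 higher and 60 lower). It took the correlation of all log2 fold changes with GC content from -0.547 to -0.0239. Of the 10 genes, CCN1 moved little (from 0.687 to 0.686), CSRNP1 went from 0.77 to 0.88 and RND3 from 0.70 to 0.59. After the correction the 8 higher genes lay from 0.49 (ADAMTS1) to 0.92 (DUSP1), and CPT1B and DNHD1 at -0.55 and -0.68. These values argue against GC content as an explanation of these 10 changes. More genes passed with the replicate block (625) than without. If same-numbered libraries had been handled together, the labelled pairing was predicted to give the most genes. Of the other 5 pairings, 1 gave as many or more. It pairs GFP replicates 1, 2 and 3 with RfA1 replicates 3, 2 and 1 (1451 genes). That pairing joins GFP replicate 1 with RfA1 replicate 3 (correlation 0.348) and keeps GFP replicate 2 with RfA1 replicate 2 (0.321), and each of these pairs lies on one side of the GC axis. Its other pair, GFP replicate 3 with RfA1 replicate 1, correlated by -0.0374. A GC axis that cuts across replicate numbers can favour another pairing, and the other pairings were not run with the GC correction. The comparison therefore cannot decide whether same-numbered libraries were handled together.

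The spindle, spindle checkpoint and G2/M phase lists, which passed limma's camera test, did not pass after the GC correction (adjusted p = 0.906, 0.186 and 0.432), so GC content may account for these shifts. These lists lay at the percentiles 65.1, 90.2 and 45.1 of random lists matched on GC content and expression, whose medians were 0.055, 0.050 and 0.069. After thinning, the adjusted p was 0.0364, 0.0364 and 0.0233 from limma's camera test. The totals differed little before thinning (10272304 to 11566287 counts), so this is a weak test of library size. The data went against length (percentiles 99.9, 99.9 and 99.5 of random lists matched on length and expression). Over the 16 alternatives of these lists the adjusted p went from 0.0253 to 0.907, from 0.0140 to 0.438 and from 0.00542 to 0.438. For the checkpoint and G2/M lists, 1 of the 4 splits gave a camera p as small, the real one, and 0 of the other 6 did. The 78 cytosolic ribosomal protein genes fell by 0.052 (adjusted p = 0.0392 from limma's camera test; 0.000778 to 0.751 over 16 alternatives) in a comparison in which the RfA1 libraries overlapped the GFP libraries (exact permutation test, two-sided, p = 0.3). With one library left out, the shift went from -0.12 (without RfA1 replicate 2) to -0.0099 (without GFP replicate 2). The list mean was lower in RfA1 in 3 of 3 same-numbered pairs (exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs allow). The GC correction barely moved the shift, to -0.054 (adjusted p = 0.0103), and is a weak test here, but the list lay at the percentile 0 of random lists matched on GC content and expression, whose median was 0.011. After thinning, the adjusted p was 0.0364. The list lay at the percentile 73 of random lists matched on length and expression, whose median was -0.064, and 2 of the 4 splits and 4 of the other 6 gave a camera p as small. The shift cannot be told apart from transcript length or from chance.

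For proteins that the paper names, the transcripts of TUBB2B, TUBB4A, TUBB4B, HNRNPA1, SRSF1, RAN, RANBP2, ACTB and GAPDH had log2 fold changes of 0.031, -0.12, -0.017, 0.098, 0.17, 0.13, 0.13, -0.10 and -0.17. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, with the smallest, 0.399, for GAPDH. GAPDH passed in 1 of its 15 alternatives, the fit without RfA1 replicate 2, and the others in none. The counts of the 3 tubulins are uncertain, since reads of close paralogs were not told apart here.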
